# Long-Term Effects of Very Low Dose Particle Radiation on Gene Expression in the Heart: Degenerative Disease Risks

**DOI:** 10.3390/cells10020387

**Published:** 2021-02-13

**Authors:** Venkata Naga Srikanth Garikipati, Arsen Arakelyan, Eleanor A. Blakely, Polly Y. Chang, May M. Truongcao, Maria Cimini, Vandana Malaredy, Anamika Bajpai, Sankar Addya, Malik Bisserier, Agnieszka Brojakowska, Abrisham Eskandari, Mary K. Khlgatian, Lahouaria Hadri, Kenneth M. Fish, Raj Kishore, David. A. Goukassian

**Keywords:** heart, space radiation, gene expression, gamma radiation, NASA, female mice

## Abstract

Compared to low doses of gamma irradiation (γ-IR), high-charge-and-energy (HZE) particle IR may have different biological response thresholds in cardiac tissue at lower doses, and these effects may be IR type and dose dependent. Three- to four-month-old female CB6F1/Hsd mice were exposed once to one of four different doses of the following types of radiation: γ-IR ^137^Cs (40-160 cGy, 0.662 MeV), ^14^Si-IR (4-32 cGy, 260 MeV/n), or ^22^Ti-IR (3-26 cGy, 1 GeV/n). At 16 months post-exposure, animals were sacrificed and hearts were harvested and archived as part of the NASA Space Radiation Tissue Sharing Forum. These heart tissue samples were used in our study for RNA isolation and microarray hybridization. Functional annotation of twofold up/down differentially expressed genes (DEGs) and bioinformatics analyses revealed the following: (i) there were no clear lower IR thresholds for HZE- or γ-IR; (ii) there were 12 common DEGs across all 3 IR types; (iii) these 12 overlapping genes predicted various degrees of cardiovascular, pulmonary, and metabolic diseases, cancer, and aging; and (iv) these 12 genes revealed an exclusive non-linear DEG pattern in ^14^Si- and ^22^Ti-IR-exposed hearts, whereas two-thirds of γ-IR-exposed hearts revealed a linear pattern of DEGs. Thus, our study may provide experimental evidence of excess relative risk (ERR) quantification of low/very low doses of full-body space-type IR-associated degenerative disease development.

## 1. Introduction

During future exploration-type space missions, astronauts could be exposed to doses of space-type radiation (IR) (~0.4–0.5 Gy) from galactic cosmic rays (GCR), especially during Mars missions, where astronauts would not have access to comprehensive health care services for at least 2–3 years [1,2]. Emerging evidence suggests that during deep-space missions, each cell in an astronaut’s body could be traversed by a proton every 3–4 days, helium nuclei every few weeks, and high-charge-and-energy (HZE) nuclei (e.g., C, O, Si, Ti, Fe) every few months [3,4]. Since most experienced astronauts are middle-aged (average age is 46 years, range is 33 to 58 years of age), they are at risk for developing severe, adverse cardiovascular (CV) and other degenerative diseases both during long space missions as well as later in life [5]. Others and our own NASA-funded published data provided experimental evidence of the effects of low-dose proton and HZE-IR on the short- and long-term alteration in cardiac function, cardiomyocyte morphology, and the associated underlying molecular mechanisms [6,7,8,9,10]. Here, we provide for the first time the transcriptome analysis of mouse hearts exposed to low and very low doses of gamma- (^137^Cs), silicon- (^14^Si), and titanium- (^22^Ti) ion irradiation (IR). Animal numbers per each irradiated group were selected by power analysis to assure statistical significance after low dose radiation exposures. Our results show that 16 months after a single low- or very low dose IR exposure, the gene expression in the heart tissue is significantly differentially regulated compared to the sham-treated, non-irradiated controls, suggesting there are long-term effects on dysregulation of varying molecular pathways that are associated with various degrees of CV, pulmonary, and metabolic diseases, as well as biological processes, including abnormal circadian rhythms, cancer, Hutchinson–Gilford progeria syndrome, etc. Thus, our study may provide additional experimental evidence of the level of gene expression for estimation of excess relative risk (ERR) for the development of CV and other diseases due to exposure to low or very low doses of whole-body space-type IR.

## 2. Materials and Methods

### 2.1. Animal Procedures

We used NASA Space Radiation Tissue Sharing Forum–archived samples of female CB6F1/Hsd mice from experiments conducted and published by Drs. Polly Chang and Eleanor Blakely for evaluation of IR-induced carcinogenesis in the mouse Harderian gland [11]. Detailed experimental protocols were previously published by Chang et al. [11]. Briefly, female CB6F1/Hsd mice were obtained from Harlan Laboratories Inc. (Indianapolis, IN, USA). For each study, 100–120-day-old female mice were shipped directly from the vendor to Brookhaven Laboratory Animal Facility (BLAF; Upton, New York, NY, USA) approximately 1 week before irradiation. Mice were randomized by weight immediately prior to whole-body particle IR exposure. After exposure, mice were shipped to the animal facility at the Lawrence Berkeley National Laboratory (LBNL) and maintained for 16 months. The 16-month period was chosen as it coincides with the time frame for Harderian gland tumor development. All procedures were compliant with the standards of the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health and approved by the Animal Care and Use Committees at Lawrence Berkeley National Laboratory (Berkeley, CA, USA), Brookhaven National Laboratory (BNL) (Upton, NY, USA), and SRI International (Menlo Park, CA, USA, which included established diurnal room lights on/off cycles).

### 2.2. Irradiation Procedures

Detailed experimental protocols were previously published by Chang et al. [11]. Briefly, female CB6F1/Hsd mice (*n* = 5/group) were irradiated with low and very low doses of HZE-IR at the NASA Space Radiation Laboratory (NSRL) at the BNL. Dosimetry studies, including depth–dose and dose–uniformity measurements, were conducted by beamline physicists. Unanesthetized animals were briefly held in plastic boxes (40 × 40 × 73 mm^3^) containing numerous holes to provide abundant airflow. Animals were irradiated for <1 min with a single, full-body HZE-IR dose (≤0.5 Gy) of 260 MeV/n silicon (^14^Si, linear energy transfer [LET] ≈ 70 keV/µm) and 1000 MeV/n titanium (^22^Ti, LET ≈ 100 keV/µm). As another control group, a separate cohort of animals was irradiated with ^137^Cs γ-ray that served as a low-LET reference radiation. Table 1 depicts beam energies, doses, and LET used in these studies. Control sham-treated animals were placed in clear plastic holders for equivalent exposure times but were not irradiated. Similar to irradiated mice, control mice were also maintained unanesthetized.

### 2.3. Tissue Collection and Sample Processing

Animals were sacrificed 16 months after a single dose of full-body IR with the corresponding ions and doses (Table 1). Gross observations of all tissues were conducted during necropsy and recorded. Hearts from control non-tumor-bearing mice were snap-frozen in liquid nitrogen by members of Drs. Chang and Blakely’s research team [11] and archived as part of NASA’s Space Radiation Tissue Sharing Forum. These archived heart tissue samples were utilized for our current gene expression study.

### 2.4. RNA Extraction

Total RNA was isolated from snap-frozen heart tissues using the RNeasy Mini Kit (Qiagen, Germantown, MD, USA) according to the manufacturer’s protocol. Briefly, heart tissues were lysed and homogenized in the presence of a highly denaturing guanidine-thiocyanate-containing buffer, which immediately inactivates RNAses to ensure purification of intact RNA. Ethanol (70%) was added to provide appropriate binding conditions. The homogenates were then applied to a RNeasy Mini spin column, where the total RNA binds to the membrane and contaminants are efficiently washed away. High-quality RNA was eluted using molecular-grade water (RNAse/DNAse free). RNA concentrations were assessed using a Nanodrop ND-1000 spectrophotometer (NanoDrop Technologies, Wilmington, DE, USA). Quality assessment was performed using Agilent 2200 TapeStation (Agilent Technologies, Palo Alto, CA, USA) prior to qRT-PCR and microarray analysis.

### 2.5. Microarray Analysis

Linear messenger RNA (mRNA) amplification was achieved using the Affymetrix WT-Plus kit (Affymetrix, Santa Clara, CA, USA) according to the manufacturer’s guidelines. Briefly, 100 ng of RNA from each sample was used to generate amplified and biotinylated complimentary DNA (cDNA) according to the guidelines of the Affymetrix WT-Plus kit. Target denaturation was performed at 99 °C for 5 min. cDNA was then hybridized to the Clariom S Mouse Array (Affymetrix, Santa Clara, CA, USA) for 16 h at 45 °C while being rotated at 60 rpm. Arrays were then washed and stained using GeneChip Fluidics Station 450 (Affymetrix, CA, USA) and subsequently scanned with Affymetrix Gene Chip Scanner 3000 using Command Console software. Signal space transformation (SST) normalization of raw data was performed using Expression Console software v 1.41. (provided by Affymetrix). GeneSpring 14.9 software (Agilent, Santa Clara, CA, USA) was used to identify differentially expressed transcripts between experimental and control groups. Of note, samples were processed for microarrays in two batches: first, 3 samples for each condition (*n* = 36) and then 2 samples for each treatment condition (*n* = 24) for a total of 60 samples representing 5 animals per each ion/dose.

### 2.6. Batch Examination and Correction

Principal components analysis (PCA) was used to identify batch effects by examining patterns in plots of the first two principal components. Three methods for batch effect adjustment were used: (1) Combat implemented in the sva R package [12], (2) remove BatchEffect implemented in the limma R package [13], and (3) harman implemented in the Harman R package [14]. Changes in batch effect contribution after adjustment were assessed using the pvca R package [15].

### 2.7. Microarray Data Preprocessing

Background correction, conversion of signal intensity to log2-transformed expression values, and quantile normalization were performed on microarray raw CEL files using the Robust MultiArray Average (RMA) algorithm implemented in the limma R package [13]. Microarray probe IDs were converted to Entrez IDs using annotate and clariomsmousetranscriptcluster.db R packages.

### 2.8. Analysis of Differential Gene Expression

Differentially expressed genes (DEGs) between control and each irradiated group were identified using limma package [13]. Relaxed adjusted *p*-values of <0.25 were selected as a cutoff for up- and downregulated genes, which is reasonable for finding an adequate amount of DEGs for further validation and functional gene set analysis. Functional annotation of DEGs was performed with the enrichR R package, which contains 35 human and rodent gene set libraries (Supplementary Table S1) [16]. The Enrichr gene set enrichment method is based on a combined score calculated from a proportional test (Fisher’s exact test) and the *z*-score of deviation from the expected rank for each term in each gene set library (see original publications for details [16]). Adjusted *p*-values of < 0.05 were selected as a cutoff for over-represented gene sets. The lists of all differentially expressed genes are provided in Supplementary Table S2.

### 2.9. Analysis of Dose-Dependent Changes in Gene Expression

To evaluate the patterns of gene expression changes in response to increasing doses of irradiation, we performed linear and non-linear regression analysis using functions from stats and splines R packages, respectively. For each gene, both linear and non-linear regression models were fitted. The fit was considered significant if the model-adjusted *p*-value was less than 0.25, and the fit type was assigned based on the highest *R*-squared value between two models for each gene.

### 2.10. Portrayal of Transcriptome Landscapes

Transcriptome analysis was performed using the self-organizing map (SOM) machine learning approach implemented in the oposSOM R package [17]. The SOM approach represents dimension reduction that translates 20,426 gene expression profiles in 72 samples into 1600 metagenes, each representing a cluster of genes with similar profiles of expression across samples. The metagene expression values of each sample are visualized (expression portrayal) by arranging them into a two-dimensional 40 × 40 grid and using maroon to blue colors corresponding to maximum to minimum expression values in each of the portraits [18]. The oposSOM R package also offers a variety of tools for downstream analyses, including function mining, modular feature selection, sample stratification, diversity analysis, and phenotype mapping [17]. The limma-batch-effect-corrected gene expression data were used as input data. For these serial analyses, all control animals were combined into one group.

### 2.11. qRT-PCR

The expression levels of the Arntl, Cdkn1a, Per3 Slc41a3, and Bhlhe41 transcripts were measured by quantitative real-time polymerase chain reaction (qRT-PCR). Briefly, total cellular RNA was isolated from mouse heart tissues across all samples using the miRNeasy Mini Kit (Qiagen), as previously described. The High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, 4368814) was used to generate cDNA according to the manufacturer’s instructions. Quantitative RT-PCR was performed using an Applied Biosystems 7700 apparatus. The relative expression levels of the target gene mRNAs were calculated by the comparative C_T_ method. Differences in C_T_ values were calculated for each target mRNA after subtracting the mean value of 18S rRNA (relative expression = 2^−ΔCT^) [19]. Data were normalized using 18S ribosomal RNA (rRNA). Forward and reverse primer sequences are provided in Table 2.

### 2.12. Gene Enrichment Analyses

After the identification of the 12 common regulated genes (Spon2, Adam19, Arntl, Cdkn1a, Cry2, Per2, Per3, Wee1, Rcan1, Slc41a3, Errfi1, and Bhlhe41) across all 3 radiation types (^137^Cs, ^14^Si, and ^22^Ti), gene enrichment analysis was repeated using the ENRICHR resource (http://amp.pharm.mssm.edu/Enrichr/, accessed 09/2020), an integrative web-based gene list enrichment analysis tool that includes the 2019 Kyoto Encyclopedia of Genes and Genomes (KEGG) Mouse database and the ChEA 2016 gene library for identification of enriched terms and upstream transcription factors, respectively. The clustergrammer shows heatmaps of enriched terms as columns.

### 2.13. Statistical Analysis of qPCR Results

Data are presented as the mean ± standard error of the mean (SEM). mRNA expression levels of Arntl, Cdkn1a, Per3, Slc41a3, and Bhlhe41 between non-exposed and exposed animals were analyzed using one-way analysis of variance with the Bonferroni correction for comparisons between >2 groups. Statistical analysis was performed using GraphPad Prism 6, version 6.07 (GraphPad Software, Inc., La Jolla, CA, USA). Differences were considered statistically significant at *p* < 0.05.

## 3. Results

### 3.1. Data Collection, Pre-Processing, and Mapping

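Heart RNA taken 16 months after exposure was measured on 72 Clariom S Mouse arrays, 24 for each radiation type, in 2 processing batches named in the sample labels. The authors processed the arrays with RMA, which joins background correction, log2 transformation and quantile normalization, and then compared ways of removing the batch. The deposited log2 values still differed in level between arrays: the median over transcript-cluster probe sets ran from 4.17 to 6.35, and that of the negative control probe sets from 2.40 to 5.21. Quantile normalization was therefore applied over 22206 transcript-cluster probe sets, and 19505 genes with a single probe set each were tested. Principal components were computed on these values before a batch term entered any model. The level adjustment could change all later numbers, since 99.5% of the first component of the values as deposited went with the array median.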

Since samples were processed for microarray analyses in two separate batches, we first performed a batch effect assessment. PCA clearly showed that samples were divided into two clusters. 

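Gene expression in the hearts differed between the 2 processing batches, and on the first component this shift was wider than the differences between exposure groups. In the quantile-normalized values the first principal component carried 18.6% of the variance. The batch labels explained 84.3% of that component, the 15 exposure groups 7.24% and the radiation type 0.845%. Hearts labelled batch 1 scored from -24.4 to -5.65 (41 arrays) and hearts labelled batch 2 from 6.07 to 28.4 (29 arrays). The 2 remaining arrays, replicate 4 at 160 cGy Cs-IR and replicate 3 at 6.5 cGy Ti-IR, carried the batch 1 label and scored 16.5 and 22.3, inside the range of batch 2. Counted to batch 2, they raised the explained share to 94.1%. The labels were kept as given, and the effect of moving these 2 arrays on the DEG counts of their groups is given with those counts.

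**Figure D1:**
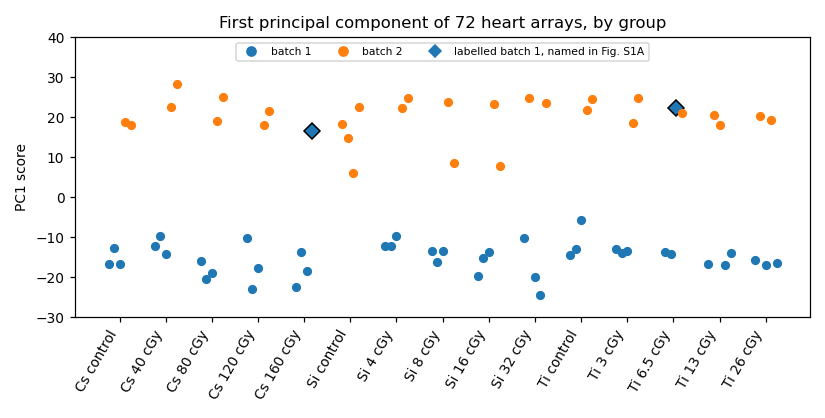
Scores of the 72 hearts on the first principal component of the quantile-normalized log2 values, by processing batch. Each point is an array; the 2 arrays labelled batch 1 that lie with batch 2 are marked, and the share explained by batch is 84.3%.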

To minimize the observed effects on gene expression values, we performed batch effect removal using methods described in the Batch Examination and Correction section of Materials and Methods. Assessment of batch-related effects with principal variance component analysis showed the best adjustment and was done by limma (Supplementary Figure S1A–E), and these data were used for differential gene expression analysis.

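With batch removed, the first components of gene expression held little of the batch difference, as the removal intends. Random labels for 15 groups of 72 arrays would also explain part of a component, and that part was not computed. The group shares below therefore do not show an effect of exposure by themselves. After the batch difference was taken out with a linear model that kept the groups, the first component held 11.2% of the variance, of which batch explained 0.313% and exposure group 21.4%. Group explained 41.9% of the component ranked 3. The gene tests used the values before removal and carried batch as a term of the limma model, so that the degrees of freedom spent on it were counted. Combat, Harman and principal variance component analysis were not analysed here. No Cs-IR heart at 160 cGy lay in batch 2 and no Si sham heart in batch 1, so for these groups the batch difference rests on the other groups of the same radiation type.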

Next, we performed a portrayal of transcriptome landscapes for studied groups using the SOM approach (Supplementary Figure S2). This method projects gene expression data onto a two-dimensional grid of 40 × 40 pixels (SOM portraits) and allows for visualization of clusters of up- and downregulated genes as spot-like structures on a map of red or blue color, respectively. 

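Genes of the molecular clock moved together between irradiated and sham hearts. Arntl and Npas2 code for the activators of the clock, and Dbp, Per2, Per3 and Ciart are switched on by them or act back on them. Dbp and Arntl swing over the day in opposite phase, so their levels vary with the hour at which a tissue is taken. Against sham, 1479 genes were called in at least 1 dose of Cs-IR, 44 of Si-IR and 1126 of Ti-IR (limma, Benjamini-Hochberg adjusted p under 0.25). A score of 13 clock repressors and outputs minus 5 activators was computed for each heart, and the 15 groups explained 71.3% of its variance (p = 1.0e-05, the smallest p that 100000 permutations can give). The 3 sham groups alone differed in the score (80.7% between groups, permutation p = 0.00103), so a difference from sham can arise from the sham hearts as well as from exposure.

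**Figure D2:**
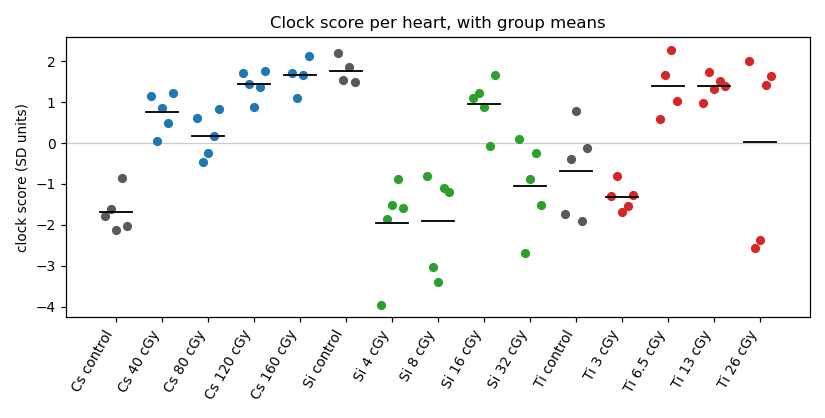
Clock score of each heart in SD units (13 clock repressors and outputs minus 5 activators, batch removed) by dose in cGy for the 3 radiation types. Points are hearts and bars are group means; the sham mean is -1.68 for Cs and 1.77 for Si.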

Inspection of deregulated spot distribution on the group-centered SOM portraits demonstrated that radiation exposure triggers variations in the transcriptome landscape compared to untreated animals. Moreover, it could be noted that the highest variability of gene expression changes is associated with the particle type (Supplementary Figures S2 and S3). 

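Clock genes set the Si sham hearts apart from the Cs and Ti sham hearts, none of which received radiation. Arntl (probe set TC0700001660.mm.2, Entrez 11865), which drives the clock, was high in the Cs and Ti sham hearts and low in the Si sham hearts. Dbp (probe set TC0700000861.mm.2, Entrez 13170), an output that peaks when Arntl is low, had the reverse pattern. After batch removal, radiation type explained 19.2% of the component ranked 2 and 14.5% of the component ranked 3, both computed over all genes. In a limma fit of all 72 arrays, 1105 genes differed between the Cs and Si sham groups, 1239 between the Si and Ti sham groups and 22 between the Cs and Ti sham groups. Arntl was higher by 2.19 log2 units (SE 0.31) in the Cs than in the Si sham hearts (adjusted p = 2.7e-05). Each type had its own sham animals, so a difference between types holds what those animals and their handling contributed.

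**Figure D3:**
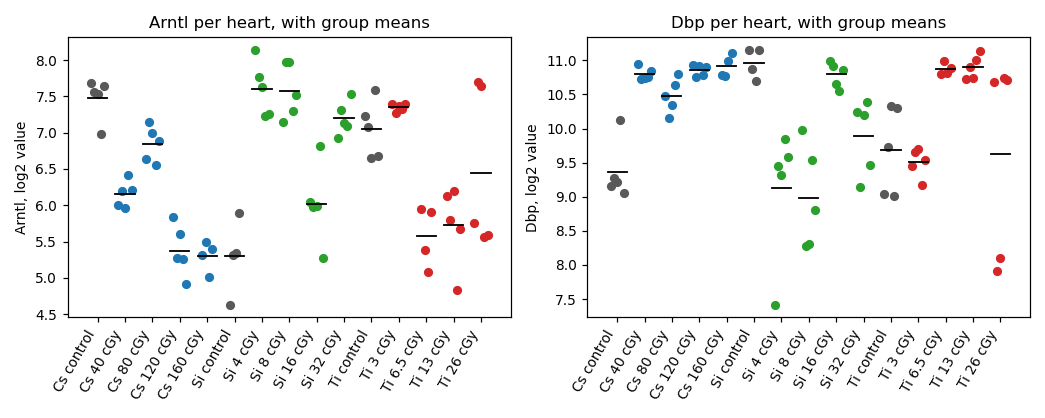
Quantile-normalized log2 levels of Arntl and Dbp in each heart by dose in cGy for the 3 radiation types. Points are hearts and bars are group means; mean Arntl in the sham hearts is 7.48 (Cs), 5.30 (Si) and 7.05 (Ti).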

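Across the doses of the heavier ions, clock gene levels went up and down without order. Per2 and Ciart close the negative loop of the clock, and Npas2 is an activator. Per2, Ciart and Npas2 were called at 4 and 8 cGy Si-IR, and Per2 and Ciart at 32 cGy. After Ti-IR only Per2 of these was called, at 6.5 cGy. After Si-IR the clock score differed from sham by -3.73 at 4 cGy, -3.68 at 8 cGy, -0.81 at 16 cGy and -2.82 at 32 cGy (two-sided exact permutation p = 0.00794 at 4, 8 and 32 cGy, the smallest that these group sizes allow, and 0.0476 at 16 cGy). The 16 cGy value passed 0.05 only before adjustment over the 15 tests (adjusted p = 0.0595). After Ti-IR the same exact test gave a difference of 2.07 at 13 cGy (p = 0.00794) and also 2.07 at 6.5 cGy (p = 0.0238), while 3 cGy (-0.64, p = 0.278) and 26 cGy (0.70, p = 0.532) did not differ from sham. The 6.5 cGy value fell short of 0.05 in the same test when any of several single arrays was left out (p up to 0.0714). Groups of 4 or 5 hearts limit the precision of each difference, and the hour at which hearts were taken is not given in the sources used here.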

Less pronounced yet visible differences in transcriptome landscapes were also associated with particle exposure dosage. As these results warrant further exploration, we performed a detailed analysis of DEGs and functional annotation analysis.

### 3.2. Different Gene Expression in Mouse Heart Tissue Following ^137^Cs Irradiation

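For Cs-IR (0.662 MeV, 0.8 keV/µm), Clariom S Mouse arrays of 24 hearts were used: 5 sham, 5 each at 40, 80 and 120 cGy and 4 at 160 cGy, with 16 arrays in batch 1 and 8 in batch 2. Array medians of the deposited log2 values ran from 4.38 to 6.35, with a median of 4.34 for the negative control probe sets. Probe sets of 15.9% of the genes lay above the brightest 10% of the negative control probe sets of their array. The authors removed the batch with limma and called DEGs with limma at an adjusted p below 0.25. Here the quantile-normalized values were fitted with limma on dose group and batch, all 5 groups in the same fit, and the Benjamini-Hochberg adjustment was made over 19505 genes in each comparison. The batch given to replicate 4 at 160 cGy, the normalization and the choice of batch term could change the counts, and the number of hearts limits their precision.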

We evaluated DEGs in mouse hearts exposed to different doses of ^137^Cs-IR (Figure 1A–G). The analysis revealed changes in DEGs in particle-exposed animals vs. controls (adjusted *p* < 0.25). 

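Clock genes differed from sham at each Cs-IR dose, most of them at the top dose. Per3 and Hlf are clock outputs, Cdkn1a codes for the cell cycle inhibitor p21, and Errfi1 restrains signaling from the EGF receptor. The clock repressors and outputs counted 7 upregulated genes of 13 at 40 cGy, 3 at 80 cGy, 9 at 120 cGy and 12 at 160 cGy (11, 9, 12 and 13 adjusted over the list alone). Over all genes the counts were 43, 94, 133 and 1347, and at an adjusted p under 0.05 they were 12, 4, 29 and 44. Genes with an unadjusted p under 0.05 numbered 999, 1340, 1569 and 2577. The rise is steep only in the last step: with replicate 4 at 160 cGy counted to batch 2, the 120 and 160 cGy counts were 190 and 306. The sham hearts had lower clock scores than the exposed hearts (score difference 2.43 at 40 cGy and 3.33 at 160 cGy, exact two-sided permutation p = 0.00794 for each), and how far this is an effect of dose cannot be told from a single sham group.

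**Figure D4:**
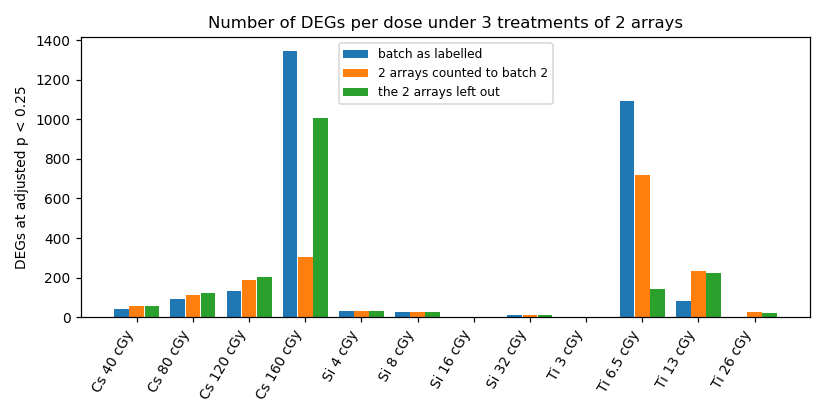
Number of DEGs (adjusted p under 0.25, limma) per dose in cGy for the 3 radiation types. Bars show the arrays as labelled, the 2 arrays moved to batch 2 and the 2 arrays left out; at 160 cGy Cs the counts are 1347, 306 and 1005.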

We identified a clear dose-dependent increase in the number of DEGs in ^137^Cs-IR-exposed mouse hearts. 

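At 160 cGy Cs-IR, 9 of 14 fasting response genes rose and 6 of 29 respiratory chain genes fell. Pdk4 restrains pyruvate oxidation in mitochondria, Ucp3 is a mitochondrial carrier, Cpt1a brings fatty acids into mitochondria and Angptl4 inhibits lipoprotein lipase. All of them are induced by fasting. Myl3 codes for a myosin light chain, Cox5a and Ndufs3 for parts of the respiratory chain, and Tfrc for the receptor that takes up iron. Arntl showed the largest fall (-2.25, SE 0.17, adjusted p = 4.5e-08; 5.30 ± 0.21 against 7.48 ± 0.28 in sham hearts) and Dbp the largest rise (1.62, SE 0.16, adjusted p = 3.3e-06), with the limit that the Si sham hearts had nearly the same Arntl level without irradiation. Ucp3 rose by 1.24 (SE 0.34, adjusted p = 0.108), Pdk4 by 1.04 (SE 0.33, adjusted p = 0.163; above the sham range in 3 of 4 hearts) and Cpt1a by 0.42 (adjusted p = 0.124). Tfrc fell by 0.98 (adjusted p = 0.0752), Myl3 by 0.30 (adjusted p = 0.0888) and Cox5a by 0.27 (adjusted p = 0.092). Fasting response genes were higher as a list of 14 (camera, median 0.53, adjusted p = 6.6e-09, but 0.0585 with an estimated correlation), with 9 of them called over all genes and 11 adjusted over the list alone. Respiratory chain genes were lower as a list of 29 by a median of 0.12 (adjusted p = 0.000462, but 0.493 with an estimated correlation), 6 called over all genes and 17 over the list alone. The score of this list was -1.31 in replicate 4, the array that lies with the other batch. It ran from -0.53 to -0.16 in the other hearts of the group and from -0.28 to 0.49 in the sham hearts. Ventricular cardiomyocyte genes did not pass as a list (1 called up and 1 down of 14, adjusted p = 0.732). Of the genes called, 609 were upregulated and 738 downregulated with a median absolute change of 0.38, and 11 had more than 2-fold change. A heart taken at another hour or after another feeding time could carry the same changes.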

The highest number of DEGs (529 genes, 241 upregulated and 288 downregulated) was observed after the highest dose, 160 cGy ^137^Cs-IR (Figure 1A–C,G and Supplementary Spreadsheet_Cs_DEG_Up_Down). Conversely, the lowest number of DEGs was seen in 40 cGy ^137^Cs-IR-exposed mouse hearts, where we found 47 DEGs, of which 32 were upregulated and 15 downregulated (Figure 1A–D and Supplementary Table S3). 

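At the lowest Cs-IR dose clock genes differed from sham, and the sarcomere gene Tcap and the monocyte attractant Ccl12 rose. Tcap anchors titin at the Z-disc of the sarcomere, Adam19 is a membrane protease needed for heart valve formation, Ccl12 draws monocytes, and Csf1 sustains macrophages. Nr4a1, Sik1, Sgk1 and Atf3 respond within an hour to stress or hormone signals. Among 29 upregulated genes were Dbp (1.44, SE 0.14, adjusted p = 1.1e-05), Tcap (0.57, SE 0.08, adjusted p = 0.00171; 10.52 ± 0.09 against 9.95 ± 0.10), Csf1 (0.55, adjusted p = 0.0219), Plau (0.82, adjusted p = 0.104) and Ccl12 (1.11, SE 0.27, adjusted p = 0.201). Among 14 downregulated genes were Arntl (-1.33, SE 0.15, adjusted p = 1.0e-04), Adam19 (-0.67, SE 0.10, adjusted p = 0.00397), Sik1 (-0.97, adjusted p = 0.146), Nr4a1 (-1.07, adjusted p = 0.201) and Atf3 (-0.55, adjusted p = 0.177). Clock activators fell as a list (camera, median -0.43, adjusted p = 3.1e-13; 2.8e-04 with an estimated correlation), 2 of 5 called over all genes and 5 over the list alone. The clock lists partly contain genes that the study itself picked, so they are not independent evidence, although 4 of the 5 activators and 9 of the 13 repressors and outputs are outside its 12 common genes.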

After 80 cGy ^137^Cs-IR, we identified 104 DEGs, of which 60 were upregulated and 44 downregulated (Figure 1A–C,E and Supplementary Table S3). 

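At 80 cGy Cs-IR, single genes of platelets, neutrophils and macrophages were called upregulated, beside a weaker clock shift. Ppbp is carried by platelets, Rgs18 and Cd226 act in platelets and lymphocytes, and S100a8 is the main protein of neutrophils. Ccl11 attracts eosinophils, Aif1 and Mpeg1 mark macrophages, and Txnip restrains glucose uptake. Ppbp rose by 1.90 (SE 0.40, adjusted p = 0.0902; 7.46 ± 0.87 against 5.55 ± 1.00, above the sham range in 4 of 5 hearts). Rgs18 (adjusted p = 0.087), S100a8 (adjusted p = 0.239) and Aif1 (adjusted p = 0.206) were called upregulated, but 0 of 5 sham hearts lay above the median of the negative control probe sets of their array (3, 1 and 4 of 5 at 80 cGy), so no fold is given. Platelet and neutrophil genes passed as a list of 11 (camera, median 0.36, adjusted p = 1.8e-06; 0.0174 with an estimated correlation), 10 of them higher, 2 called over all genes and 6 over the list alone. Mpeg1 rose by 0.77 (adjusted p = 0.206) and Ccl11 by 0.97 (SE 0.17, adjusted p = 0.047), and macrophage genes passed as a list of 16 (adjusted p = 2.2e-10, but 0.193 with an estimated correlation). Cdkn1a fell by 1.25 (SE 0.26, adjusted p = 0.0872), Nfil3 by 0.74 (adjusted p = 0.0267) and Klf4 by 0.44 (adjusted p = 0.202). Blood left in the tissue raises the same genes, and leaving out replicate 5 at 80 cGy lowered the count of DEGs from 94 to 4.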

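At 120 cGy Cs-IR the clock shift was near its largest, with a lower Hsp90aa1 beside it and Jchain called upregulated. Clock is the partner of Arntl in the activator complex, Per2 and Cry2 repress that complex, and Usp2 and Nr1d2 are clock outputs. Hsp90aa1 is a chaperone, Jchain links secreted antibodies and so marks plasma cells, Rcan1 restrains calcineurin in muscle, and Ephx1 detoxifies epoxides. Arntl fell by 2.11 (SE 0.15, adjusted p = 2.5e-08; 5.37 ± 0.35), Npas2 by 1.29 (SE 0.17, adjusted p = 3.1e-04) and Clock by 0.56 (SE 0.09, adjusted p = 0.0025). Per3 rose by 1.35 (SE 0.19, adjusted p = 6.6e-04), Per2 by 0.84 (SE 0.13, adjusted p = 0.0025), Cry2 by 0.68 (adjusted p = 0.00826) and Usp2 by 0.48 (adjusted p = 0.0214). Ephx1 rose by 0.60 (adjusted p = 0.0174), and Jchain was called upregulated (adjusted p = 0.0802), without a fold because it lay above the median of the negative control probe sets in 4 of 5 hearts and in 0 of 5 sham hearts. Cdkn1a fell (6.61 ± 0.16 against 8.11 ± 0.64 in sham hearts, adjusted p = 0.00965), Hsp90aa1 by 0.47 (adjusted p = 0.0802) and Rcan1 by 0.64 (adjusted p = 0.0302). Heat shock genes did not pass as a list (adjusted p = 0.121), and B cell and plasma cell genes did (camera, median 0.22, adjusted p = 0.0117, but 0.446 with an estimated correlation), with Jchain alone called of 9. In all, 60 genes were upregulated and 73 downregulated, and clock activators passed as a list (camera, median -0.56, adjusted p = 3.0e-14; 2.8e-04 with an estimated correlation), with 4 of 5 called. The clock genes among them can stand for a difference of phase between the sham and the exposed hearts as well as a radiation response.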

After 120 cGy ^137^Cs-IR, we found 157 DEGs, of which 75 were upregulated and 82 downregulated (Figure 1A–C,F and Supplementary Table S3). Overall, 10 overlapping genes were common for all four doses of ^137^Cs-IR (Figure 1B). Of these 10 genes, 8 were upregulated (Dbp, Gstt2, Pik3ip1, Tspan4, Tcap, Stc2, P2rx7, and Nr1d2) and 2 were downregulated (Errfi1 and Arntl). These 10 common genes are implicated in the modulation of circadian rhythms [20,21,22], regulation of muscle cell differentiation and locomotor activity [23], cardiac hypertrophy [24], metabolism [23,25,26], oxidative stress [27,28,29], inflammation [30,31,32], and tumorigenesis [23,33,34,35,36].

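Genes called at every Cs-IR dose were in part clock genes. Beside clock genes they held Sik1 and Sgk1, kinases that are induced within an hour by cAMP and by glucocorticoids and sense metabolic and salt stress. Sik1 fell by 0.95 at 160 cGy (adjusted p = 0.0836) and by 1.08 at 80 cGy (adjusted p = 0.072). In all, 11 genes were called in the same direction at the 4 doses, against 1.2e-05 expected for independent lists. All 4 comparisons used the same sham hearts. The highest number in 100 simulated sets of unchanged groups with shared controls was 0. Unchanged groups yield few calls whether or not controls are shared, so this number does not test the role of the shared sham hearts. With the sham hearts split between the doses, which leaves fewer sham hearts in each comparison, 3 and 2 genes were called. The log2 fold changes of 120 and 160 cGy correlated at 0.407 against 0.447 in simulation with shared controls (covariance 0.0133 against 0.0127). A property of the single sham group would enter all 4 comparisons alike.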

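The sarcomere gene Tcap, Gstt2, Pik3ip1 and Tspan4 rose at each Cs-IR dose. Gstt2 conjugates glutathione to reactive compounds, Pik3ip1 brakes the growth signal of PI3K in heart muscle, Tspan4 is a membrane scaffold, and Stc2 is a hormone induced by cell stress. P2rx7 is the ATP receptor that starts inflammasome signaling. Tcap rose by 0.57 at 40 cGy (adjusted p = 0.00171) and at 80 cGy (adjusted p = 0.0024), 0.63 at 120 cGy (adjusted p = 2.6e-04) and 0.85 (SE 0.09) at 160 cGy (adjusted p = 9.5e-06; 10.81 ± 0.10). Tspan4 rose by 1.01 (SE 0.12) at 120 cGy (adjusted p = 6.3e-05), Pik3ip1 by 1.06 (SE 0.14, adjusted p = 3.1e-04) and Gstt2 by 1.11 (SE 0.15, adjusted p = 3.2e-04). Stc2 was called at the 4 doses with an adjusted p between 0.093 (80 cGy) and 0.219 (120 cGy). P2rx7 was called at 40 cGy (0.51, adjusted p = 0.201), 80 cGy (0.53, adjusted p = 0.13) and 160 cGy (0.43, adjusted p = 0.148), but not at 120 cGy (0.41, adjusted p = 0.287). Errfi1 fell by between 0.68 at 80 cGy (adjusted p = 0.193) and 0.96 at 120 cGy (adjusted p = 0.0128).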

### 3.3. Different Gene Expression in Mouse Heart Tissue Following ^14^Si Irradiation

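For Si-IR (260 MeV/n, 70 keV/µm), Clariom S Mouse arrays of 24 hearts were used: 4 sham and 5 at each of 4, 8, 16 and 32 cGy, with 12 arrays in each batch. Array medians of the deposited log2 values ran from 4.17 to 5.87, and the median of the negative control probe sets was 3.40. Probe sets of 16.1% of the genes lay above the brightest 10% of the negative control probe sets. The authors again called DEGs with limma after removing the batch. The limma fit held dose group and batch for the 5 groups together, with the Benjamini-Hochberg adjustment in each comparison. All 4 sham arrays were in batch 2, so the comparison with the batch 1 hearts of each dose rests on the batch difference seen within the irradiated groups. How the batch enters the model could change the counts, and 4 sham hearts limit their precision.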

Next, we evaluated the gene expression changes in mouse hearts subjected to ^14^Si-IR (260 MeV/n) exposure at varying doses. The analysis revealed significant changes in DEGs (adjusted *p* < 0.25). 

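At 4 cGy Si-IR the genes that moved most were clock genes, in the direction opposite to that after Cs-IR, and interferon-stimulated genes tended to be higher. Npas2 forms an activator complex with Arntl, Bhlhe41 represses it, Wee1 ties the cell cycle to the clock, and Ciart damps the complex. Cldn5 seals the junctions between endothelial cells, Adamts4 cleaves matrix proteoglycans, and Spon2 is a secreted matrix protein. Arntl rose by 2.24 (SE 0.28, adjusted p = 5.1e-04; 7.60 ± 0.38 against 5.30 ± 0.52), Npas2 by 1.53 (SE 0.26, adjusted p = 0.0161), Cdkn1a by 1.52 (SE 0.32, adjusted p = 0.12), Cldn5 by 0.78 (adjusted p = 0.212) and Spon2 by 1.06 (SE 0.24, adjusted p = 0.149). Ciart fell by 2.20 (SE 0.26, adjusted p = 2.2e-04), Per2 by 1.33 (SE 0.22, adjusted p = 0.0161), Dbp by 1.82 (SE 0.42, adjusted p = 0.201) and Wee1 by 0.64 (adjusted p = 0.0161). Of the genes called, 18 were upregulated and 13 downregulated, and 19 of them were also called at 8 cGy and 6 at 32 cGy. Arntl, Ciart, Per2, Rhobtb1, Usp2 and Wee1 were called at 4, 8 and 32 cGy, while 0 genes of the 4 cGy list were among those of 16 cGy. Interferon-stimulated genes passed as a list of 23 (camera, median 0.69, adjusted p = 2.3e-19, but 0.222 with an estimated correlation), with 0 called over all genes and 21 over the list alone, and the median fell to 0.32 without replicate 4. The Si sham hearts had a higher clock score than the other sham groups, so the direction depends on them.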

Notably, the highest number of DEGs (72 genes, 40 upregulated and 32 downregulated) was observed in ^14^Si-IR-exposed mice after the lowest dose of 4 cGy (Figure 2A–D and Supplementary Table S4), with no overlapping genes between any of the varying ^14^Si-IR doses (Figure 2B). 

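At 8 cGy Si-IR clock genes moved in the same direction as at 4 cGy, and the proteases Plau and Adamts4 were called upregulated. Plau activates plasmin and Adamts4 cleaves proteoglycans, both part of matrix turnover, and Ypel2 is a nuclear protein whose role is little known. Usp2 is a deubiquitinase under clock control. Arntl rose by 2.21 (SE 0.28, adjusted p = 6.0e-04), Adam19 by 0.90 (SE 0.15, adjusted p = 0.0195), Ypel2 by 0.83 (SE 0.14, adjusted p = 0.0182), and Plau by 0.82 (adjusted p = 0.113). Adamts4 (adjusted p = 0.113) lay above the median of the negative control probe sets in 2 of 5 hearts and in 0 of 4 sham hearts, so no fold is given. Ciart fell by 2.13 (SE 0.26, adjusted p = 3.9e-04), Bhlhe41 by 0.93 (SE 0.14, adjusted p = 0.005), Usp2 by 0.74 (adjusted p = 0.0367) and Dbp by 1.96 (adjusted p = 0.113). Clock repressors and outputs fell as a list (camera, median -0.80, adjusted p = 3.6e-34; 0.00526 with an estimated correlation), 7 of 13 called over all genes and 13 over the list alone. Hlf, called at 4 cGy, was not called (-0.80, adjusted p = 0.439), and extracellular matrix genes did not pass as a list (adjusted p = 0.716). The count was 25, 13 upregulated and 12 downregulated. Of 100 splits of these hearts, 5, the real one among them, called at least as many, so chance cannot be excluded. The highest, with 2997 calls, kept replicates 1 to 4 together and exchanged replicate 5 with sham replicate 4. It therefore still held most of the real grouping.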

In mouse hearts exposed to 8 cGy ^14^Si-IR, we found 39 DEGs, of which 20 were upregulated and 19 downregulated (Figure 2A–C,E and Supplementary Table S4). Surprisingly, we did not find any DEGs in the 16 cGy ^14^Si-IR groups (Figure 2A–C), whereas after 32 cGy of ^14^Si-IR, we detected 43 DEGs, of which 18 were upregulated and 25 downregulated (Figure 2A–C,F and and Supplementary Table S4).

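At 16 cGy Si-IR no clock gene was called, and at 32 cGy a few of them were changed. Rprm is a p53-induced inhibitor of the cell cycle, Cblif codes for gastric intrinsic factor and Igsf3 for a membrane protein with immunoglobulin domains. At 16 cGy, Rprm (-0.68, SE 0.13), Igsf3 (-0.51, SE 0.10), Cblif and 1700034H15Rik were downregulated, all at an adjusted p of 0.248. No fold is given for Cblif and 1700034H15Rik, which lay above the median of the negative control probe sets in 0 of 5 hearts (0 and 3 of 4 sham hearts). At 16 cGy 875 genes had an unadjusted p under 0.05. These 4 calls are at the edge of the threshold, and 0 were left with a batch block, with batch removed beforehand or without a batch term. Clock repressors and outputs were lower as a list at 16 cGy (camera, median -0.16, adjusted p = 0.0051, but 0.733 with an estimated correlation), 12 of 13 lower, 0 called over all genes and 2 over the list alone. At 32 cGy, Arntl rose by 1.83 (SE 0.28, adjusted p = 0.0126) and Ciart fell by 2.25 (SE 0.26, adjusted p = 1.4e-04), Per2 by 1.13 (adjusted p = 0.165) and Usp2 by 0.63 (adjusted p = 0.226). The 32 cGy count was 10, with 3 upregulated and 7 downregulated, against 1251 genes at an unadjusted p under 0.05. Clock repressors and outputs fell as a list at 32 cGy (camera, median -0.63, adjusted p = 2.5e-20; 0.0435 with an estimated correlation), 3 called over all genes and 12 over the list alone.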

### 3.4. Different Gene Expression in Mouse Heart Tissue Following ^22^Ti Irradiation

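For Ti-IR (1000 MeV/n, 100 keV/µm), Clariom S Mouse arrays of 24 hearts were used: 5 sham, 5 each at 3, 13 and 26 cGy and 4 at 6.5 cGy, with 15 arrays in batch 1 and 9 in batch 2. Array medians of the deposited log2 values ran from 5.04 to 5.84, and the median of the negative control probe sets was 3.96. The share of genes above the brightest 10% of the negative control probe sets was 15.9%. The authors used the same limma threshold on batch-corrected values. Here dose group and batch were fitted together for the 5 groups, and each comparison was adjusted over all genes by Benjamini-Hochberg. Replicate 3 at 6.5 cGy is labelled batch 1 and lies with batch 2 in the principal components, so its label could change the 6.5 cGy count, and 4 hearts limit that group's precision.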

Further analysis of DEGs in mouse hearts subjected to different doses of ^22^Ti-IR (1000 MeV/n) revealed significant changes in DEGs (adjusted *p* < 0.25). The highest number of DEGs (460 genes, 234 upregulated and 226 downregulated) was observed after a very low dose of 6.5 cGy ^22^Ti-IR (Figure 3A–C,E and and Supplementary Table S5). 

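At 6.5 cGy Ti-IR many genes moved a little, with clock and interferon genes among them, Col3a1 and Col1a1 lower and Cnn1 higher. Wee1 is a cell cycle kinase under clock control, Ifit2 blocks viral translation, and Inmt methylates indoles. Col3a1 and Col1a1 make the fibrillar collagens and Eln the elastin of the vessel wall, whereas Cnn1, Myh11 and Mylk serve contraction in smooth muscle. Zfp36 and Egr1 are immediate early genes, and Mup19, Mup22, Serpina1c and Fgg are made by liver. Wee1 rose by 0.71 (SE 0.11, adjusted p = 0.019; 7.89 ± 0.21 against 7.16 ± 0.14), Gstt2 by 1.21 (SE 0.22, adjusted p = 0.0633), Ifit2 by 1.11 (SE 0.24, adjusted p = 0.0722), Inmt by 1.40 (SE 0.35, adjusted p = 0.106) and Cnn1 by 1.31 (SE 0.34, adjusted p = 0.119). Arntl fell by 1.43 (SE 0.37, adjusted p = 0.118), Spon2 by 0.92 (SE 0.21, adjusted p = 0.0758), Col3a1 by 0.63 (SE 0.19, adjusted p = 0.16), Col1a1 by 0.38 (adjusted p = 0.212) and Eln by 0.37 (adjusted p = 0.218). Extracellular matrix genes did not pass as a list (6 of 21 called down and 1 up, adjusted p = 0.121), and smooth muscle and pericyte genes did (camera, median 0.17, adjusted p = 0.00267, but 0.274 with an estimated correlation), 3 of 11 called over all genes and 6 over the list alone. The liver gene Mup22 rose by 2.78 (SE 0.89, adjusted p = 0.186), and Mup19 was called upregulated (adjusted p = 0.189), without a fold because 0 of 5 sham hearts lay above the median of the negative control probe sets (3 of 4 at 6.5 cGy). Hepatocyte genes were higher as a list (camera, median 0.75, adjusted p = 1.6e-10, but 0.346 with an estimated correlation), and liver RNA in the tissue is a limit for these genes. In total 531 genes were upregulated and 562 downregulated with a median absolute change of 0.43, and 1 of them, Wee1, passed 0.05. Chance cannot be excluded for this count, because 14 of 100 splits of the same 9 hearts, the real one among them, called at least as many genes.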

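Interferon-stimulated and clock genes were among those that 6.5 and 13 cGy Ti-IR had in common. Stat2 carries the interferon signal to the nucleus, Gbp7 and Ifit3b act against intracellular microbes, and Cd274 codes for the ligand that silences T cells. Bcl6 and Ppara are transcription factors that steer inflammation and fat burning. Upregulated at both doses were 33 genes, among them Stat2, Gbp7, Ifit3b, Cd274, Meox2 and Per3, and downregulated were 18, among them Bcl6, Ppara, Adam19 and Arntl, a total of 51. Chance for independent lists was 2.32, and with shared controls the simulated mean was 0.03 and the highest of 100 draws 3. The draws held unchanged groups, which yield few calls, so they do not test the role of the shared sham hearts. With the sham hearts split between the doses, which leaves fewer sham hearts in each comparison, 0 and 5 genes were shared. The overlap was 6 without a batch term and 0 with a hepatocyte score as covariate, an alternative added after the data were seen, and the highest among other regroupings of the arrays within batch was 1788. With that covariate the log2 fold changes of the called genes kept a median of 0.841 of their size at 6.5 cGy and 0.972 at 13 cGy, while the SE grew. Hepatocyte genes were higher as a list at both doses (camera, adjusted p = 1.6e-10 and 6.3e-09, but 0.346 and 0.437 with an estimated correlation). The log2 fold changes of the 2 doses correlated at 0.657 against 0.480 in simulation (covariance 0.0263 against 0.0124).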

We identified 49 overlapping DEGs between the 6.5 and 13 cGy ^22^Ti-IR groups (Figure 3B). 

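At 3 cGy Ti-IR only genes without an established role in the heart passed. Gk2 codes for a glycerol kinase of the testis, and 4921504E06Rik is an uncharacterized gene. 4921504E06Rik was called upregulated (adjusted p = 0.188) and Gk2 downregulated (-0.50, SE 0.09, adjusted p = 0.188; 4.73 ± 0.09 against 5.23 ± 0.16). No fold is given for 4921504E06Rik, which lay above the median of the negative control probe sets in 0 of 5 hearts of either group. White adipocyte genes were higher as a list with a median of 0.79 (camera, adjusted p = 9.0e-05, but 0.474 with an estimated correlation), with 0 of 9 called over all genes and 7 over the list alone. The score of this list was 2.96 in replicate 4, 1.19 in replicate 2 and from -0.47 to -0.07 in the other 3 hearts, against -0.997 to -0.03 in the sham hearts. At an unadjusted p under 0.05 there were 1742 genes, and leaving out replicate 4 of the sham hearts raised the calls from 2 to 110.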

At the lowest dose of 3 cGy ^22^Ti-IR, we found only 2 DEGs, of which 1 was upregulated and 1 downregulated (Figure 3A–D and and Supplementary Table S5). In the hearts of 13 cGy ^22^Ti-IR-exposed mice, we found 108 DEGs, of which 55 were upregulated and 53 downregulated (Figure 3A–C,F and Supplementary Table S5). 

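At 13 cGy Ti-IR 3 of 23 interferon-stimulated genes rose, and Zbtb16, Bcl6 and Pdk4 fell. Ifit3 and Irgm1 belong to the interferon response, and Emcn is a mucin of capillary endothelium. Zbtb16 is induced by glucocorticoids, Pdk4 spares glucose, and Errfi1 and Sik1 respond to hormones. Ifit3b rose by 0.73 (SE 0.14, adjusted p = 0.0671), Ifit2 by 1.00 (SE 0.23, adjusted p = 0.146), Ifit3 by 0.66 (adjusted p = 0.12), Meox2 by 0.77 (SE 0.17, adjusted p = 0.12) and Emcn by 0.42 (adjusted p = 0.226). Zbtb16 fell by 0.99 (SE 0.18, adjusted p = 0.0523; 8.60 ± 0.17 against 9.60 ± 0.18), Bcl6 by 0.72 (SE 0.14, adjusted p = 0.0671), Pdk4 by 1.06 (SE 0.28, adjusted p = 0.232) and Arntl by 1.32 (SE 0.35, adjusted p = 0.239). Interferon-stimulated genes passed as a list (camera, median 0.27, adjusted p = 8.8e-10, but 0.0897 with an estimated correlation), 3 of 23 called over all genes and 14 over the list alone. Hepatocyte genes were higher as well (median 0.51, adjusted p = 6.3e-09, but 0.437 with an estimated correlation), 0 of 20 called over all genes and 15 over the list alone. With a hepatocyte score as covariate, an alternative added after the data were seen, limma called 3 genes, while the log2 fold changes of the 83 kept a median of 0.972 of their size and the median SE grew from 0.121 to 0.142. The 83 calls were 44 upregulated and 39 downregulated genes, 0 of them at an adjusted p under 0.05. Chance cannot be excluded for the count, because 5 of 100 splits, the real one among them, called at least as many (highest other 1047).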

Surprisingly, we did not detect any DEGs with ≥twofold change in mouse hearts subjected to the highest dose of 26 cGy ^22^Ti-IR (Figure 3A–C). 

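At 26 cGy Ti-IR no gene was called, and the hearts were spread widely in clock score. Arntl (-0.60, adjusted p = 0.743) and Per3 (0.50, adjusted p = 0.721) were not called. The clock score ran from -2.57 to 2.00 within the 5 hearts, with an SD of 2.29 against 0.27 at 13 cGy. Limma called 0 genes (smallest adjusted p = 0.337) and left 1380 with an unadjusted p under 0.05. With trend and robust limma 22 genes were called, after the filter on dim genes 18, and with all 72 arrays in the same fit 12. Interferon-stimulated genes were higher as a list (camera, median 0.25, adjusted p = 5.25e-07, but 0.231 with an estimated correlation), 0 called over all genes and 11 over the list alone.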

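Neither heavier ion had a gene that was called at all 4 doses, and Per3 was among the genes shared by 6.5 and 13 cGy Ti-IR. Per3, a clock output, rose by 1.26 (SE 0.29) at 6.5 cGy (adjusted p = 0.0804) and 1.23 (SE 0.27) at 13 cGy (adjusted p = 0.125). Meox2, a regulator of the vessel wall, was shared by the same doses. The calls of 3 and 6.5 cGy shared 1 gene, a downregulated gene, and 26 cGy had none to share. The 4 comparisons used the same sham hearts, whose clock score itself varied widely (SD 1.14).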

Similar to our previous findings after different doses of ^14^Si-IR, we did not find any overlapping DEGs between the four ^22^Ti-IR doses (Figure 2B and Figure 3B).

### 3.5. Common Differentially Expressed Genes across All Radiation Types

We identified 12 overlapping genes that were common for all three types of IR and were detected in at least one or more IR doses for each ion (Figure 4A–E). These 12 overlapping genes are associated with a variety of biological and physiological processes, including food intake, body weight, sleep alterations, circadian rhythms, inhibition of angiogenesis and myogenesis, locomotor activity, metabolism, gluconeogenesis, and lipogenesis behavior, as well as susceptibility to chronic diseases such as hypertension, diabetes, obesity, infection, and cancers of different organs. 

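Of the 13 genes called after all 3 types of radiation, 6 belong to the clock lists fixed beforehand (Arntl, Bhlhe41, Cry2, Hlf, Per2 and Per3), and these moved after Si-IR opposite to Cs-IR and Ti-IR. Bhlhe41, Per2, Per3 and Cry2 are clock repressors, and Hlf and Wee1 are clock outputs. Herpud1 helps to clear misfolded proteins from the endoplasmic reticulum, Slc41a3 carries magnesium out of mitochondria, Rcan1 dampens calcineurin, and Adam19 sheds growth factors. With limma, 13 genes were called in at least 1 dose of each type: Adam19, Arntl, Bhlhe41, Cdkn1a, Cry2, Errfi1, Herpud1, Hlf, Per2, Per3, Slc41a3, Spon2 and Wee1, against 0.193 expected by chance. Rcan1 was called after Cs-IR and Ti-IR but not after Si-IR (0.61 at 8 cGy, adjusted p = 0.398), and was called there when batch was removed before the fit. Of the 12 genes named in the paper, 11 had opposite called directions after Cs-IR and Si-IR, and 12 of 12 had the same direction after Cs-IR and Ti-IR. All 12 also differed between the Cs and Si sham hearts, so the opposite directions cannot be separated from the sham groups. The paper takes these genes as responses common to the 3 types of radiation.

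**Figure D5:**
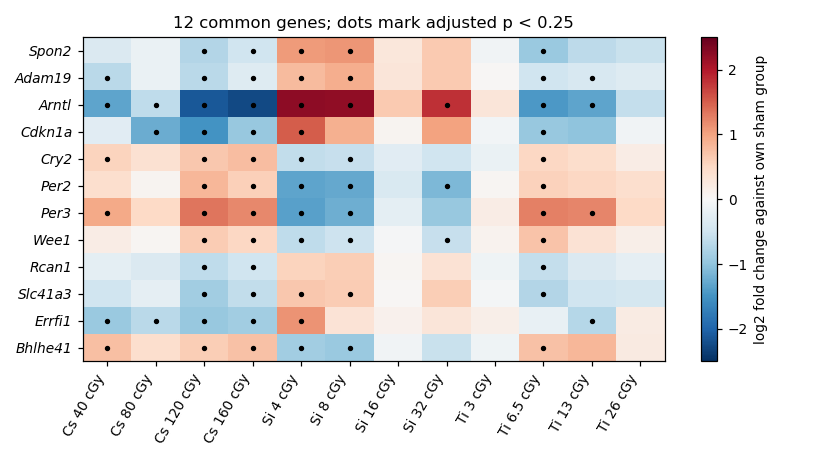
Log2 fold change against sham of the 12 genes in each of the 12 comparisons (color scale in log2 units). Dots mark an adjusted p under 0.25; Arntl runs from -2.25 at 160 cGy Cs to 2.24 at 4 cGy Si.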

With regard to their subcellular localization, the majority of the 12 common DEGs are distributed in the nucleus (83%), cytosol (42%), plasma membrane (25%), and extracellular (47%) (Table 3). These genes are associated with the regulation of many processes within the organelles, including kinase binding (Cdkn1a, Cry2, Errfi1, Per2, Per3), transcription regulating activities (Arntl, Bhlhe41, Cry2, Per2, Spon2), histone deacetylase binding (Bhlhe41, Per2), SH3 domain binding (Adam19, Errfi1), nuclear hormone receptor binding (Cry2, Per2), protein kinase activity (Wee1), and cation transmembrane transporters (Slc41a3) (Table 4). The top intracellular pathways of the 12 overlapping genes were associated with circadian rhythms and entrainment (Arntl, Cry2, Per2, Per3, Bhlhe41), the cell cycle (Cdkn1a, Wee1), the oxytocin signaling pathway (Cdkn1a, Rcan1), and transcriptional misregulation in cancer (Cdkn1a, Per2) (Table 5).

### 3.6. Microarray Analysis and Validation

To validate our microarray analysis findings of the 12 overlapping DEGs across the three different radiation groups (Figure 4A–F), we tested five DEGs, namely period circadian regulator 3 (Per3), basic helix-loop-helix family member E41 (Bhlhe41), cyclin-dependent kinase inhibitor 1A (Cdkn1a), solute carrier family 41 member 3 (Slc41A3), and aryl hydrocarbon receptor nuclear translocator like (Arntl), by qRT-PCR. Our qRT-PCR analysis revealed that only Per3 was found significantly regulated in all conditions (Figure 5A–E vs. Figure 4C–E). We also found that Bhlhe41, Cdkn1a, Slc41A3, and Arntl were all significantly upregulated after ^137^Cs-IR exposure in a dose–response manner. However, only Bhlhe41 was found to be upregulated in the ^22^Ti-IR group at high doses. Our results also showed that Cdkn1 and Slc41A3 were significantly downregulated post-^16^Si-IR exposure, while Arntl was found to be significantly upregulated at lower doses (^8^Si).

### 3.7. Gene Enrichment Analysis of 12 Common DEGs

To further identify potentially compromised biological pathways, we performed a comprehensive gene set enrichment analysis for the 12 common genes (Spon2, Adam19, Arntl, Cdkn1a, Cry2, Per2, Per3, Wee1, Rcan1, Slc41a3, Errfi1, and Bhlhe41) across all three radiation types using Enrichr and pathway databases such as the 2019 Kyoto Encyclopedia of Genes and Genomes (KEGG) for Mouse (Figure 6). KEGG pathway enrichment analysis revealed that pathways associated with circadian rhythms, cancer (thyroid, bladder, endometrial, non-small-cell lung cancer), the cell cycle, and the oxytocin signaling pathway were the most enriched by these DEGs (Figure 6A–C). We then evaluated these DEGs against the ChIP-X enrichment analysis (ChEA) gene set library to calculate enrichment for upstream transcription factors. The ChEA 2016 database is a gene set library that contains putative targets for transcription factors, based on reports profiling transcription factors binding to DNA in mammalian cells. This analysis identified 10 transcription factors (CLOCK, TCF21, AR, SALL4, SMAD2, SMAD3, PPAR, OCT4, CDX2, and CEBPB) that may be involved in the regulation of the 12 common DEGs across the three types of radiation (Figure 6D–F).

Further enrichment analysis revealed that ^14^Si-IR exposure dysregulated 213 biological processes in the heart tissue, whereas ^137^Cs-IR exposure alone affected 1040 biological processes, and ^22^Ti-IR exposure dysregulated 302 biological processes. Interestingly, we found 61 overlapping biological processes that were common for all three radiation groups compared to controls (Figure 7A). Top hits for biological processes included abnormal circadian rhythm, colon cancer, Hutchinson–Gilford progeria syndrome, acute myocardial infarction, type 1 diabetes, etc. (Figure 7B).

Finally, we were interested in understanding the extent of the genes and associated biological processes that were shared between particle doses causing the maximal effect (^137^Cs at 160 cGy, ^14^Si at 4cGy, and ^22^Ti at 6.5 cGy). The analysis showed little overlap in terms of up- or downregulated genes (Supplemental Figure S4A–D). 

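At the doses with the most DEGs, the genes that Si-IR shared with the other types, clock genes among them, moved in opposite directions. Cs-IR and Ti-IR shared genes called in the same direction and others called in opposite directions. Per2, Cry2 and Hlf rose after 160 cGy Cs-IR and 6.5 cGy Ti-IR and fell after 4 cGy Si-IR, and Arntl, Spon2 and Slc41a3 did the reverse. The number of shared upregulated genes of 160 cGy Cs-IR and 6.5 cGy Ti-IR was 46, against 16.6 expected for independent lists. That of shared downregulated genes was 22, against 21.3. The numbers by direction were not tested. A further 21 genes were called in opposite directions by these 2 groups, and over all genes their fold changes correlated at 0.0568. All 21 genes shared by 160 cGy Cs-IR and 4 cGy Si-IR and all 14 shared by 4 cGy Si-IR and 6.5 cGy Ti-IR were opposite, with 11 genes called in all 3 groups. In a direct limma test of the difference between effects, Arntl differed by -4.49 (SE 0.42, adjusted p = 3.5e-11) between 160 cGy Cs-IR and 4 cGy Si-IR. Each effect was measured against other sham hearts. The clock score of the Cs sham minus the Si sham hearts was -3.45 and that of the Si sham minus the Ti sham hearts 2.45 (two-sided exact permutation p = 0.00794 and 0.0159), and the Cs and Ti sham hearts did not pass this exact test (p = 0.0952).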

Four upregulated overlapping gene sets were detected in all three conditions, and more when performing pairwise comparisons (Supplemental Figure S4A–D). While non-overlapping, each pairwise comparison revealed a considerable number of heart-disease-related gene sets, suggesting that particle irradiation may affect cardiac function through various mechanisms. No common downregulated gene sets were detected (Supplementary Table S6).

### 3.8. Regression Analysis of Common Differentially Expressed Genes across Radiation Type

Next, we assessed the 12 overlapping DEGs using dose-dependent regression analyses (see the Materials and Methods section for details). 

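The dose curves of the 12 genes, among them Arntl, Cry2, Per2, Per3 and Bhlhe41 of the clock, differed between radiation types. Arntl, Slc41a3, Cry2, Per3 and Wee1 were nearer to sham at 80 cGy than at the other Cs-IR doses, and nearer at 16 cGy than at the other Si-IR doses. The normalized values were fitted by a straight line and by a cubic B-spline with 3 degrees of freedom on dose, each beside batch, with a limma F test of the dose terms and Benjamini-Hochberg adjustment over all genes. A gene was typed by the higher R-squared of the models that passed, as the authors describe. For Cs-IR 1441 genes passed, 216 typed linear and 1225 non-linear, for Si-IR 39 and for Ti-IR 148, all non-linear for these 2 ions. The line, whether or not the spline passed too, was passed by 547 genes after Cs-IR, and by 1 after Ti-IR. A spline holds the line as a special case, so its R-squared can only be higher: of 100 simulated linear genes, 1 was typed linear by this rule in the Cs design and 96 by a nested F test.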

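After Si-IR the clock repressors and Arntl bent with dose, and after Cs-IR the curve was favored over the line for few of the 12 genes. Arntl and Bhlhe41 show the contrast: the first drives the clock and the other represses it. For Arntl the R-squared of line and spline was 0.69 and 0.705 after Cs-IR and 0.0138 and 0.809 after Si-IR, and for Bhlhe41 after Si-IR it was 0.0051 and 0.832. Medians over the 12 genes were 0.405 and 0.549 for Cs-IR, 0.0106 and 0.705 for Si-IR and 0.0741 and 0.462 for Ti-IR. By the higher R-squared, Spon2 and Per2 were typed linear after Cs-IR (16.7% of the 12), 9 genes non-linear and Adam19 neither. By adjusted R-squared 6 were linear and 5 non-linear, and the nested F test favored the spline in 3 genes (12 of 12 after Si-IR and 12 of 12 after Ti-IR, at an unadjusted limma p under 0.05) and left 66.7% of the 12 linear. The paper picked these genes from the same arrays for a difference from sham at some dose of each type. The tests for a bend are therefore not independent of that choice. After Si-IR 10 were non-linear and 2, Cdkn1a and Errfi1, passed no model, while after Ti-IR Errfi1 alone was non-linear and 11 passed no model. After Si-IR the mean clock score at 16 cGy (0.96) lay nearer to that of the sham hearts (1.77) than at the other 3 doses.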

Our findings revealed an exclusive non-linear differential gene expression pattern in ^14^Si- and ^22^Ti-IR-exposed hearts, whereas two-thirds (66.7%) of ^137^Cs-IR-exposed hearts revealed a linear pattern of gene expression (Figure 8A,B and Table 6). 

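Over all genes, straight dose courses were found after Cs-IR and hardly any after the heavier ions. Genes with a line after Cs-IR included Arntl, whose adjusted p for the line was 0.00583, and Cry2 (0.0431), both clock genes. At an unadjusted p under 0.05, 2087 genes passed the line and 2518 the spline after Cs-IR, 1023 and 1107 after Si-IR, and 1169 and 2053 after Ti-IR. The nested F test typed 469 Cs-IR genes linear, and adjusted R-squared 310. A natural spline in place of the B-spline gave 1409 genes for Cs-IR, 38 for Si-IR and 145 for Ti-IR. Clustering by shape was not analysed here, and with 5 dose levels a curve with 3 degrees of freedom leaves little room to tell bends from scatter.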

Further, dose–response shape-based clustering confirmed the predominantly linear response in ^137^Cs-IR-exposed and non-linear responses in ^14^Si- and ^22^Ti-IR-exposed hearts (Figure 8C,D).

## 4. Discussion

We used archived mouse hearts from NASA’s Space Radiation Tissue Sharing Forum collected from non-tumor-bearing female CB6F1/Hsd mice after single whole-body irradiation with different low or very low doses of ^137^Cs-gamma, ^14^Si, or ^22^Ti-ion IR to determine the long-term effects of radiation exposure on gene expression in the whole heart as a function of IR type and dose compared to sham-treated controls. We aimed to determine whether high-LET HZE particle-IR exposure may induce biological responses at lower doses compared to ^137^Cs-gamma IR exposure. Our data revealed a dose-dependent increase in the number of DEGs (both up- and downregulated) following exposure to increasing doses of ^137^Cs-IR, while no discernable pattern of DEGs was observed in hearts irradiated with ^14^Si or ^22^Ti-ion. In contrast to ^137^Cs-gamma IR, where the largest number of DEGs was observed after the highest dose (160 cGy), the largest number of DEGs was observed at the lowest dose of ^14^Si-IR (4 cGy) and the second-lowest dose of ^22^Ti-IR (6.5 cGy), suggesting that compared to ^137^Cs-gamma IR, even low doses of HZE-IR may be sufficient to induce long-term dysregulation of genes in the heart tissue. 

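Clock genes and clock outputs differed from sham at every Cs-IR dose. Ciart and Nfil3, a repressor of clock outputs, and Acot2, a mitochondrial thioesterase of fat burning, were among the genes called at 160 cGy. Ciart rose by 0.90 at 40 cGy (adjusted p = 0.201), 1.19 at 120 cGy (adjusted p = 0.0155) and 1.59 at 160 cGy (SE 0.24, adjusted p = 0.00241), Acot2 by 0.68 at 160 cGy (SE 0.14, adjusted p = 0.033), and Nfil3 fell by 0.81 at 160 cGy (adjusted p = 0.00777). The paper concludes that the number of DEGs grows with the dose of Cs-IR and that the ions have no such order. The 160 cGy count was the highest of the 4 doses in 13 of the 14 settings fixed in advance in which it could be computed, and a clock gene, Dbp or Arntl, had the smallest p-value at each dose.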

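After low doses of the heavier ions clock genes differed from sham, and at 6.5 cGy Ti-IR many genes differed a little. Rhobtb1, which controls vessel tone, Hlf and Usp2 fell after 4 cGy Si-IR, and Slc41a3, Rcan1 and Trp53i11 fell after 6.5 cGy Ti-IR. Rhobtb1 fell by 0.96 (SE 0.18, adjusted p = 0.0406) and Hlf by 1.00 (adjusted p = 0.135) after 4 cGy Si-IR, and Slc41a3 by 0.72 (SE 0.15, adjusted p = 0.0683) and Trp53i11 by 0.75 (adjusted p = 0.0683) after 6.5 cGy Ti-IR. From the position of the highest counts the paper proposes that low doses of HZE radiation can be enough for a lasting change of gene expression in the heart. The 6.5 cGy Ti-IR count was 721 with replicate 3 counted to batch 2, 145 without it, and 0 with a hepatocyte score as covariate, an alternative added after the data were seen. With that covariate the log2 fold changes of the 1093 genes kept a median of 0.841 of their size and 1085 kept their sign, while the median SE grew from 0.137 to 0.170.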

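At the doses with few or no calls, no clock gene was among the genes called. At 16 cGy Si-IR and at 3 cGy Ti-IR neither the activator Arntl nor a clock repressor passed the test against sham, and at 26 cGy Ti-IR they were spread between hearts. Mean clock scores were 0.96 at 16 cGy Si-IR against 1.77 in its sham hearts, -1.32 at 3 cGy Ti-IR against -0.68, and 0.02 at 26 cGy. As a list, clock repressors and outputs were lower at 16 cGy Si-IR (camera, adjusted p = 0.0051, but 0.733 with an estimated correlation) and higher at 26 cGy Ti-IR (adjusted p = 0.0386, but 0.841 with an estimated correlation). Smallest adjusted p-values of the limma tests were 0.248, 0.188 and 0.337 at these doses. A threshold of 0.25 on 4 or 5 hearts misses modest effects: in simulated data with known changes of 0.5 log2 units, 41.8% were recovered at 4 cGy Si-IR and 58.2% at 13 cGy Ti-IR.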

In the ^14^Si-ion IR group (260 MeV/n), no DEGs were detected at an intermediate dose of 16 cGy but were detected at the higher dose of 32 cGy, while the lowest number or absence of DEGs was observed at minimum and maximum doses of ^22^Ti-ion IR (3 and 26 cGy, 1 GeV/n). It is possible the effects of these radiation types and respective doses may be too subtle for the detection of DEGs based on statistical criteria or may have resulted in extensive damage of a few heavily damaged cells at the cellular level, resulting in early death and clearance of the affected cells without long-term consequences on the gene expression in the whole tissue. Considering that low doses of HZE-ion IR may be sufficient to induce changes in genes involved in disease pathophysiology, further studies are needed to better delineate the effects of these radiation types and doses, along with the mechanisms triggering these varied responses, in order to develop better assessments of radiobiological effectiveness.

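At the lowest Cs-IR and Si-IR doses clock genes differed from sham, whereas at the lowest Ti-IR dose 2 genes were called, none of the clock, against 1093 at 6.5 cGy. Bhlhe41, a repressor of the clock, rose by 0.75 at 40 cGy Cs-IR (adjusted p = 0.00397) and fell by 0.86 at 4 cGy Si-IR (adjusted p = 0.0149). Genes induced by p53, the usual trace of DNA damage, were not changed as a list at any dose (camera, 0 of 12 comparisons, smallest adjusted p = 0.0666, medians from -0.04 to 0.12), and its target Cdkn1a fell after Cs-IR and Ti-IR but rose by 1.52 after 4 cGy Si-IR (adjusted p = 0.12). All doses were compared with sham hearts that differed among themselves, and of the 12 irradiated groups 10 had a mean clock score inside the range of the 3 sham groups.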

Among all groups, irrespective of radiation type or dose, no clear lower IR threshold for gene expression was detected. However, the gene signatures were indicative of varying cardiovascular diseases such as hypertension, atherosclerosis, cardiomyopathies (non-ischemic, dilated, peripartum, hypertrophic), heart failure, acute myocardial injury, and myocarditis, as well as known cardiovascular risk factors, including but not limited to obstructive sleep apnea, idiopathic lung fibrosis, diabetes, and obesity. It is therefore of utmost importance to further investigate the disrupted pathways and linked gene networks to determine the presence of early biomarkers for disease risk and/or inform the development of mitigating factors for radiation-induced cardiovascular and other degenerative diseases during and after exploration-type spaceflight missions.

We identified 12 genes differentially regulated at at least one or more doses of all three radiation types. These include Spon2, Adam19, Arntl, Cdkn1a, Cry2, Per2, Per3, Wee1, Rcan1, Slc41a3, Errfi1, and Bhlhe41, which are related to numerous cardiovascular and degenerative diseases of other organs as well as varying aging processes. For example, Spon2 encodes mindin, an extracellular matrix protein highly expressed in cardiac tissue, and plays various roles, including (1) serving as a ligand for integrin during inflammation [37], (2) inhibiting angiogenesis [38], and (3) playing an anti-hypertrophic role, protecting against cardiac remodeling observed in heart failure by attenuating AKT/GSK3β and TGF-β1-Smad signaling [39]. We also found cyclin-dependent kinase inhibitor 1A (Cdkn1A), also known as p21, to be dysregulated with different radiation types/doses, which correlates with previously published reports [40]. P21 is a well-known potent universal CDK inhibitor [41] and regulates diverse biological functions such as cell growth, proliferation, apoptosis, and inflammation [42,43]. It has been primarily described as a major regulator of p53-dependent cell cycle arrest in response to DNA damage. Previous aging studies reported that p21-knockout mice were more susceptible to developing spontaneous tumors and exhibited early tumor onset and more severe atherosclerotic lesions compared to wild-type mice [44,45].

Interestingly, among the 12 identified overlapping genes, 5 are directly related to the regulation of circadian rhythms: Per2, Per3, Cry2, Bhlhe41, and Arntl [46]. In addition to these circadian-rhythm-associated genes, we also identified the upstream transcription factor CLOCK [47], predicted to be upregulated across all radiation types/doses. The fundamental role of circadian rhythms is the diurnal regulation of behavior and physiological processes over 24 h, and they are of interest in spaceflight, considering the entrainment signals of light/dark are disrupted during low-Earth-orbit (LEO) flights [48] and are expected to be disrupted during future exploration-type space missions. Recent studies have highlighted the critical role of circadian rhythms in regulating cardiac metabolism, function, and response to injury [49].

The diurnal regulation of circadian rhythms involves feedback loops of transcription and translation. The CLOCK gene has DNA-binding histone acetyltransferase activity. It plays a critical role in regulating circadian rhythms by forming heterodimers with other clock proteins such as Arntl and promoting transcription of period (Per1, Per2, and Per3) [50] and cryptochrome (Cry1, Cry2) genes [46]. Per2 has been shown to play a cardioprotective role in myocardial ischemia. Its dysregulation is associated with increased cardiovascular disease risk as a result of impaired metabolic pathways, including fatty acid metabolism, cardiac anaerobic glycolysis, other pathways involved in vascular senescence and endothelial dysfunction, and dysregulation of cardiac ion channels, which play critical roles in the development of arrhythmias [51,52,53,54,55]. Such dysregulation may also result in the development of endothelial and vascular phenotypes observed in cardiovascular disease. Per3 is involved in delayed sleep-phase syndrome and cardiac autonomic control during sleep [56]. Considering its multifaceted regulatory roles, the disruption of circadian rhythms can potentially play a large role in many disease processes associated with low-dose space-type radiation.

We observed downregulation of Arntl with increasing doses of ^137^Cs-gamma IR, whereas ^14^Si-ion IR exposure up to 8 cGy significantly upregulated Artnl. ^22^Ti-ion IR did have a significant effect on Arntl expression at any dose. Differences in the radiation quality may be important to this observation as the silicon ions were 70 keV/mm, and the titanium were 100 keV/mm with greater ionization densities. Altered levels of Arntl have been associated with increased susceptibility to hypertension, diabetes, obesity, and defective lipogenesis [57,58]. Per3 expression dose-dependently followed ^137^Cs-gamma IR, whereas higher doses of ^14^Si- ion IR (16 and 32 cGy) and ^22^Ti-ion IR (greater than 6.5 cGy) exhibited increased Per3 expression. Furthermore, defects in Bhlhe41, a transcription factor repressor in circadian rhythms, are associated with altered sleep patterns [59] and are reported to play a significant role in immune function [60], as well as epithelial-to-mesenchymal transition [61]. Bhlhe41 expression was elevated at all ^137^Cs-gamma IR doses, whereas no effect on expression was noted across all doses of ^14^Si-ion IR. Higher doses of ^22^Ti-ion IR (6.5–26 cGy) significantly increased Bhlhe41 expression. The differential regulation of CLOCK genes can disrupt components downstream to the circadian cycle regulatory mechanism. Thus, regulation of the circadian rhythm genes may represent a potential mitigation mechanism for the well-being of astronauts during long-duration space missions [62].

In addition to CLOCK, our gene enrichment analysis identified nine other transcriptions factors (TCF21, AR, SLAL4, SMAD2, SMAD3, OOAR, OCT4, CDX2, and CEBPB), which are implicated in various cellular processes, including metabolism [63,64], inflammation [65,66,67], rhythmic activation of circadian cycle repressors [68], and maintenance of the pluripotency of stem cells [69,70,71,72]. Many of these factors act as key mediators of canonical signaling pathways such as SMAD2 and SMAD3, involved in TGF-β signaling. They, thus, are involved in cell proliferation, apoptosis, and differentiation [73,74,75,76]. Additionally, many play important roles in tumor processes, including tumor-associated angiogenesis and induction of epithelial-to-mesenchymal cell transitioning [77,78,79,80,81,82]. Thus, there are many potential avenues to explore to understand and mitigate the cardiovascular response in the setting of radiation exposure during spaceflight.

There are few limitations worth mentioning. First, we used a relaxed cutoff threshold (adjusted *p* < 0.25), which could include more false positives compared to a stricter cutoff. In contrast, it is well known that a small sample size generally yields higher adjusted *p*-values [83,84,85,86]. However, the results of downstream functional analyses and data from previous publications further confirmed the validity of our methodology and findings.

## 5. Conclusions

In this study, we demonstrated that exposure to ionizing radiation causes a change in the transcriptomic profile of hearts from whole-body-irradiated mouse hearts that is dependent on the quality and quantity of radiation. The effects of low-LET ^137^Cs-gamma rays and high-LET ^14^Si- and ^22^Ti-ion IR are distinctly different, yet none presented a clear lower IR threshold for differential gene expression in this study. Dose-dependent regression analyses of the 12 identified differentially expressed common genes for all three radiation types showed a dose-dependent linear response in 67% (8/12) of the genes following ^137^Cs-gamma IR, consistent with changes induced in the whole transcriptomic profile after this type of IR exposure. At the same time, there was an exclusive non-linear DEG pattern with ^14^Si- or ^22^Ti-ion IR. Moreover, HZE-ion IR-exposed hearts showed the largest change in gene expression at lower doses, indicating a greater biological response at low and very low doses, in part, due to the different quality of HZE-ion IR-induced tissue damage. Multiple genes involved in cardiovascular and other degenerative diseases were attenuated with exposure to all three radiation types. Overall, the data in this manuscript points to metrics in the form of differential gene expression that could be used in assessing cardiovascular risks astronauts face during deep-space missions but also risks for other neurodegenerative diseases, aging processes, and cancers of various organs. However, future mechanistic and functional studies, including acute, intermediate, and late time points using additional lower doses to determine a possible lower threshold, would give us a comprehensive understanding of HZE-ion IR’s effects on human health and disease.

## Figures and Tables

**Figure 1:**
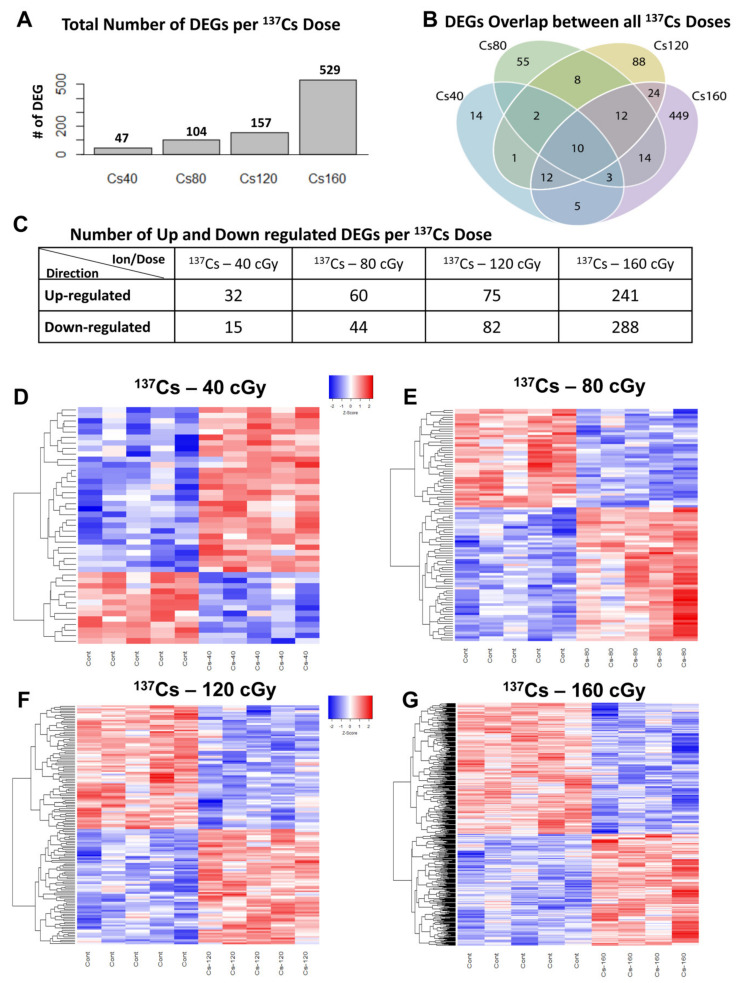
Different gene expression in mouse heart tissue following ^137^Cs-gamma irradiation: (**A**) bar graphs showing differentially expressed genes in the mouse heart tissue at different ^137^Cs (Cs, cesium) doses and (**B**) Venn diagram depicting the number of differentially expressed genes in the mouse hearts across different doses of ^137^Cs irradiation. Colors in the diagram represent genes putatively affected by the following ^137^Cs dose exposure: blue circles correspond to 40 cGy, green circles to 80 cGy, yellow circles to 120 cGy, and purple circles to 160 cGy. (**C**) Table depicting the number of up- and downregulated genes at different ^137^Cs-IR doses in the heart tissue and (**D**–**G**) heat maps showing differentially expressed genes at different ^137^Cs-IR doses. Relative expression values are indicated on the color key and increase in value from blue to red (*n* = 5/group).

**Figure 2:**
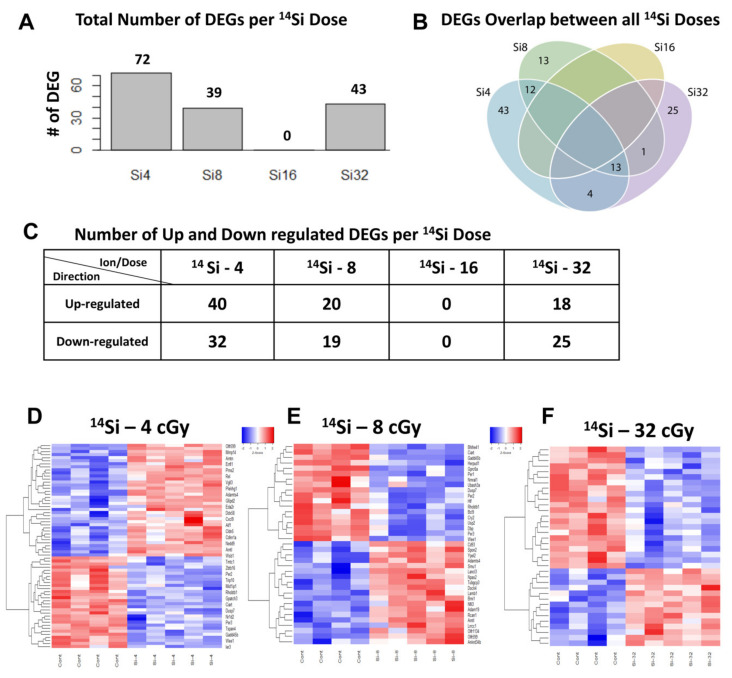
Different gene expression in mouse heart tissue following ^14^Si irradiation: (**A**) bar graphs showing differentially expressed genes in mouse heart tissue after exposure to different ^14^Si (Si, silicon) doses and (**B**) Venn diagram depicting the number of differentially expressed genes in mouse hearts across different doses of ^14^Si irradiation exposure. Colors in the diagram represent genes putatively affected by the following ^14^Si dose exposure: blue circles correspond to 4 cGy, green circles to 8 cGy, yellow circles to 16 cGy, and purple circles to 32 cGy. (**C**) Table depicting the number of up- and downregulated genes at different ^14^Si-IR doses in the heart tissue and (**D**–**F**) heat maps showing differentially expressed genes at different ^14^Si-IR oses. Relative expression values are indicated on the color key and increase in value from blue to red (*n* = 5/group).

**Figure 3:**
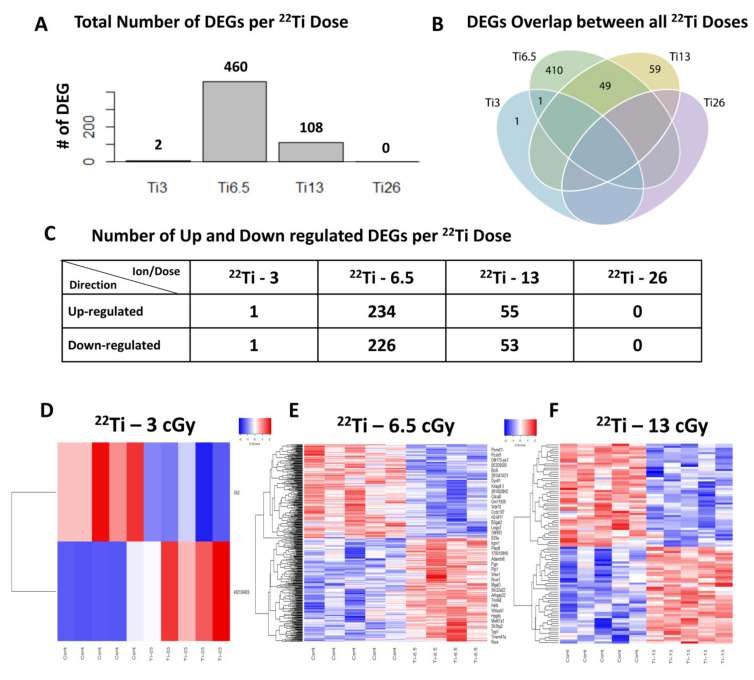
Different gene expression in mouse heart tissue following ^22^Ti irradiation: (**A**) bar graphs showing differentially expressed genes in mouse heart tissue after exposure to different ^22^Ti (Ti, titanium)-IR exposure. Colors in the diagram represent genes putatively affected by the following ^22^Ti dose exposure: blue circles correspond to 3 cGy, green circles to 6.5 cGy, yellow circles to 13 cGy, and purple circles to 26 cGy. (**B**) Venn diagram depicting the number of differentially expressed genes in mouse hearts across different doses of Ti radiation exposure. Colors in the diagram represent genes putatively affected by the following Ti dose exposure: blue circles correspond to 3 cGy, green circles to 6.5 cGy, yellow circles to 13 cGy, and purple circles to 26 cGy. (**C**) Table depicting the number of up- and downregulated genes after exposure to different ^22^Ti-IR doses in the heart tissue and (**D**–**F**) heat maps showing differentially expressed genes at different ^22^Ti-IR doses. Relative expression values are indicated on the color key and increase in value from blue to red (*n* = 5/group).

**Figure 4:**
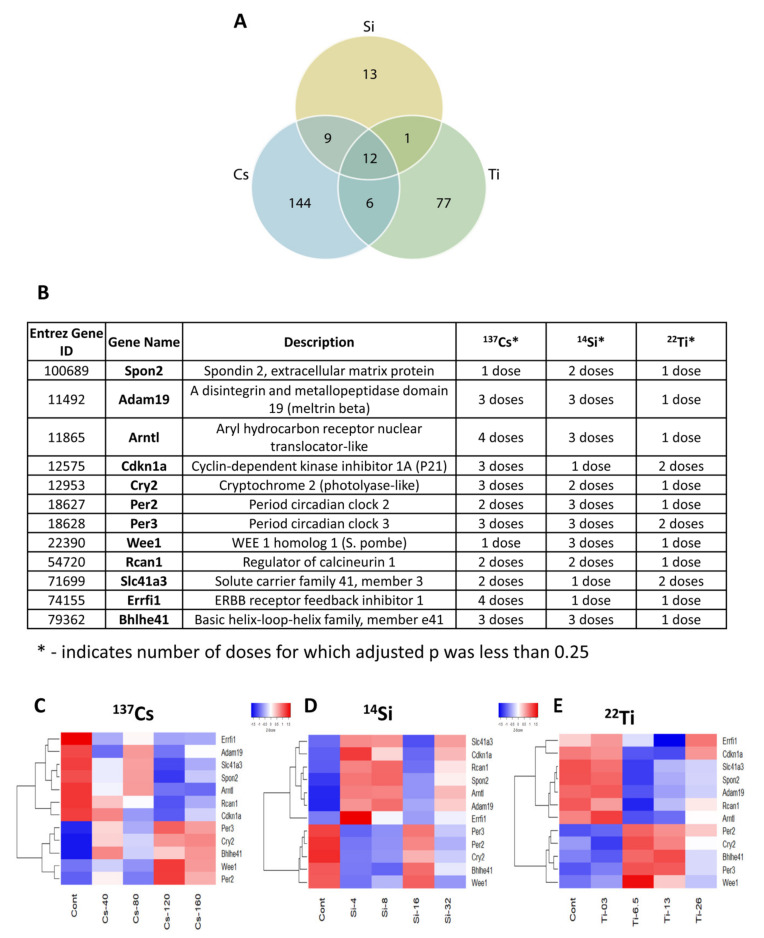
Overlapping differentially expressed genes: (**A**) Venn diagram depicting the overlap of enrichment terms amongst three different radiation exposure groups (^137^Cs, ^14^Si, and ^22^Ti) compared to the control group. In the diagram, blue circles represent genes putatively affected by long-term ^137^Cs exposure, yellow circles represent genes influenced by ^14^Si exposure, and green circles represent those affected by ^22^Ti exposure. (**B**) Table depicting 12 commonly expressed genes in one or more of all radiation-type exposures and (**C**–**E**) microarray data analysis showing heat maps of the 12 overlapping commonly expressed genes in different radiation groups/doses. Relative expression values are indicated on the color key and increase in value from blue to red (*n* = 5/group).

**Figure 5:**
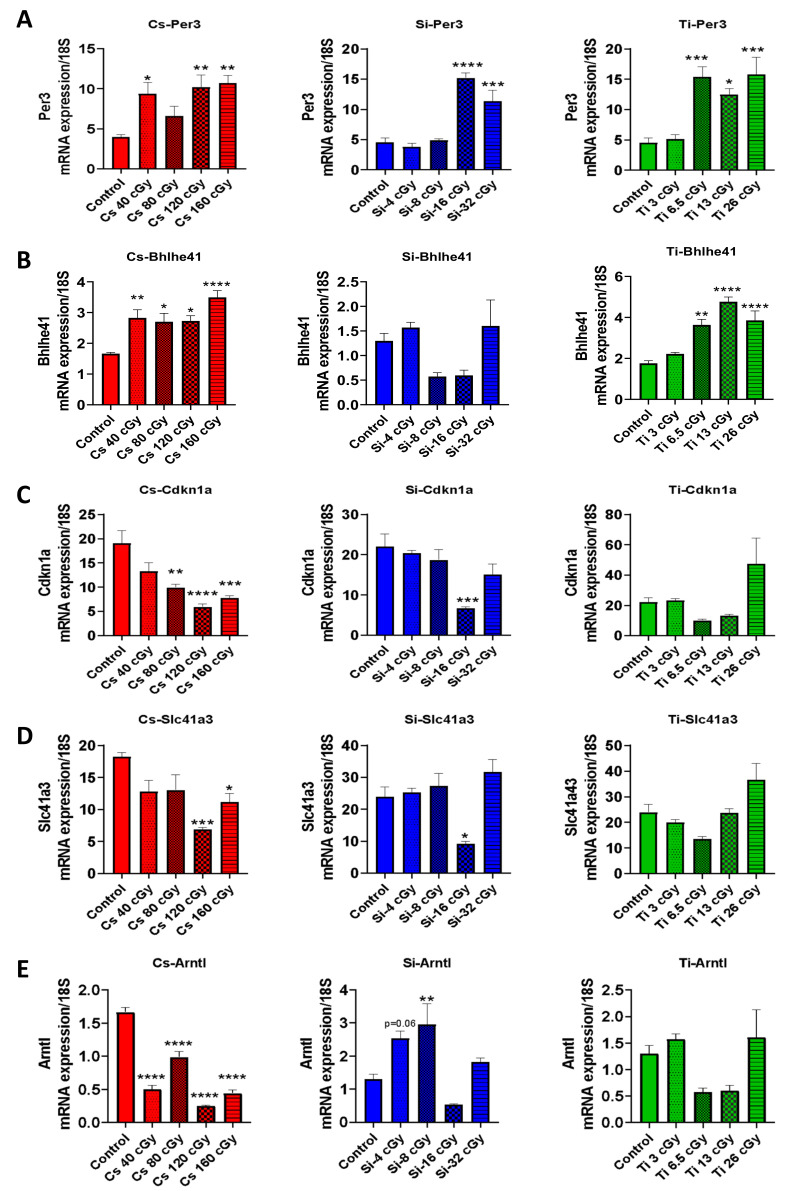
qRT-PCR validation of 5 of 12 common differentially expressed genes across all radiation types: mNA expression of (**A**) Per3, (**B**) Bhlhe41, (**C**) Cdkn1a, (**D**) Slc41a3, and (**E**) Arntl was measured by qRT-PCR in heart tissue (*n* = 3 heart/group). Data were normalized using 18S rRNA. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, and **** *p* < 0.0001 compared to control groups. Per3, period circadian regulator 3; Bhlhe41, basic helix-loop-helix family member E41; Cdkn1a, cyclin-dependent kinase inhibitor 1A; Arntl, aryl hydrocarbon receptor nuclear translocator like; Slc41a3, solute carrier family 41 member 3.

**Figure 6:**
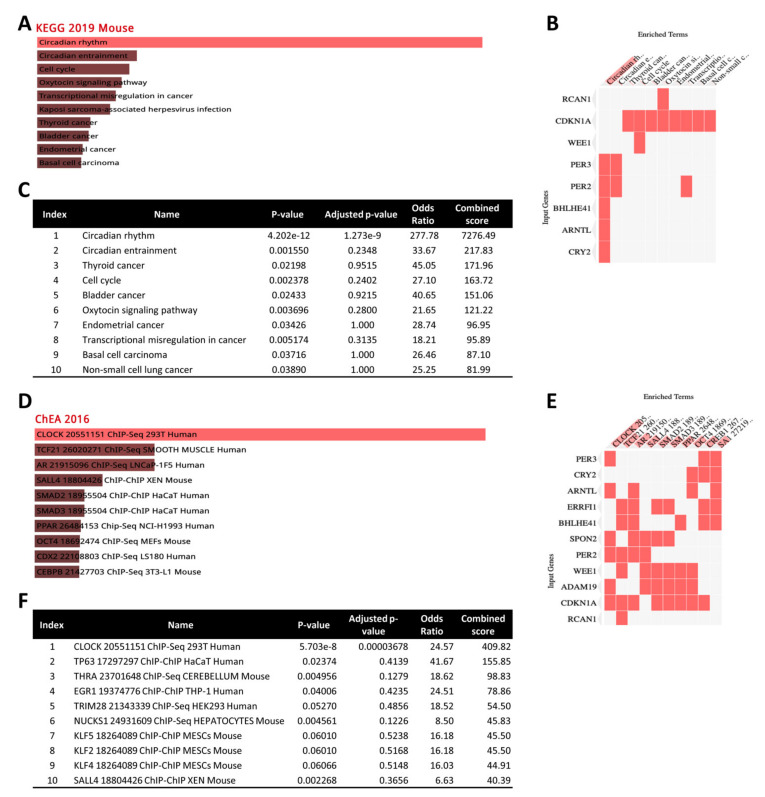
A comprehensive gene set enrichment analysis for the 12 common genes differentially regulated across all 3 radiation groups was performed using EnrichR and the Kyoto Encyclopedia of Genes and Genomes (KEGG) 2019 Mouse database and ChIP-X enrichment analysis (ChEA) gene set library. (**A**) Bar graphs (sorted by *p*-value ranking) represent the significance of that specific gene set using the KEGG 2019 Mouse database. The brighter the color, the more significant that term. (**B**) The clustergrammer is sorted by combined scores (*p*-value and *z*-score) and shows heatmaps. Enriched terms are shown as columns and input genes as rows to understand the relationships between input genes and enriched terms. Cells in the matrix indicate whether a gene is associated with the indicated term. (**C**) The table shows a raw view of the data and is sorted by *p*-value. Terms, *z*-score, odds ratio, and combined score are indicated. (**D**) Bar graphs (sorted by *p*-value ranking) represent the significance of identified upstream transcription factors using the ChEA 2016 gene set library. The brighter the color, the more significant the transcription factor (TF). (**E**) The clustergrammer is sorted by *p*-value and shows heatmaps of enriched terms as columns. Input genes are shown as rows to understand the relationships between the input genes and enriched TFs. Cells in the matrix indicate whether a gene is associated with the predicted TF. (**F**) The table shows a raw view of the data and is sorted by *p*-value. Terms, *z*-score, odds ratio, and combined score are indicated.

**Figure 7:**
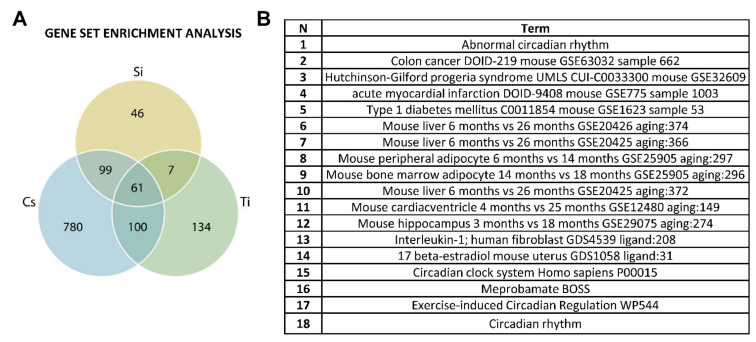
Overlapping biological processes: (**A**) Venn diagram analysis of differentially expressed genes across all three different radiation exposure groups/doses compared to controls. In each paired test, the differentially expressed genes were identified as a log2 fold change and *p* < 0.05. In the diagram, blue circles represent genes putatively affected by long-term ^137^Cs exposure, green circles represent genes influenced by ^14^Si exposure, and yellow circles represent genes that were putatively affected by ^22^Ti exposure. (**B**) The table represents various biological processes that are common for all three radiation groups.

**Figure 8:**
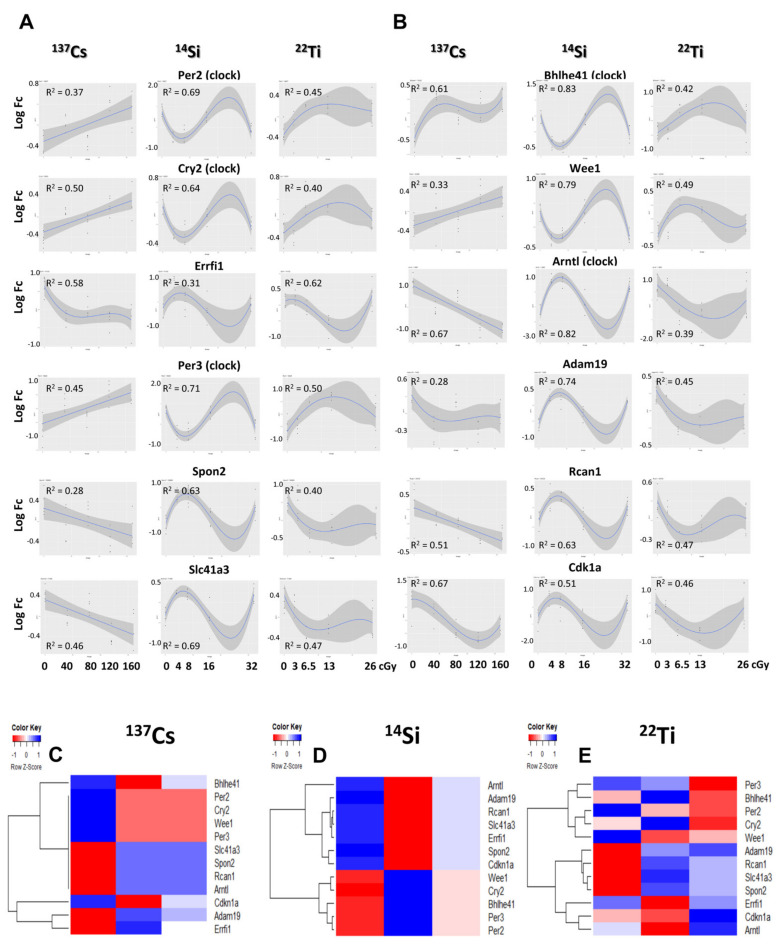
Dose–response analyses of expression of 12 genes commonly deregulated in all three radiation conditions: (**A**,**B**) expression profile–exposure dosage analysis indicates that ^137^Cs irradiation mostly causes linear changes in gene expression, while irradiation with ^14^Si and ^22^Ti mainly induces a non-linear gene expression response. (**C**–**E**) Heatmap clustering of non-linear regression fit coefficients for 12 common genes in ^137^Cs-, ^14^Si-, and ^22^Ti-IR groups, respectively. The columns in heatmaps represent non-linear fit coefficients.

**Table 1:** Ionizing radiation types. Beam energies, doses, and LET used in this study.

Ion	Dose (cGy)	Energy (MeV/n)	Entrance LET (keV/µ)
**^137^Cs**	0 40	0.662	0.8
	80		
	120		
	160		
**^14^Si**	0 4	260	70
	8		
	16		
	32		
**^22^Ti**	0 3	1000	100
	6.5		
	13		
	26		

**Table 2:** Quantitative RT-PCR primers used in this study.

Gene	Primer
**ARNTL**	Probe-/56-FAM/ACC TGC TCC/ZEN/AGT GTT TCC TCA TCA/3IABkFQ/
	R-ATC CAC AGC TAG CCC AAA C
	F-CCA CCT CAG AGC CAT TGA TAC
**Slc41a3**	Probe-/56-FAM/CTG GTT TCT/ZEN/GTG CCT CCC TGA CTG/3IABkFQ/
	R-CAC TGA GGA CAT GAG GGA AAG
	F-CTT CTT CCT GGA CTG GTT ACT G
**Cdkn1a**	Probe-/56-FAM/CAG CCT AGA/ZEN/ACA GGG ATG GCA GTT/3IABkFQ/
	R-GAG TCG GGA TAT TAC GGT TGA G
	F-CCA GCT AGG ATG ACA GTG AAG
**PER3**	Probe-/56-FAM/AGC CGG AAG/ZEN/GTC TCC TTC ATC ATT/3IABkFQ/
	R-TGG ACT CGT TCG GAC TTT ATG
	F-GCA CTC AGA ACG GAG AGT ATG
**Bhlhe41**	Probe-/56-FAM/AAC CGG AAG /ZEN/CCA CAG CTC ATA CAT/3IABkFQ/
	R-TGC CTG ACT TTC TTC CCT TAC
	F-TGA CTG TGA CAA GCT GAC TG

**Table 3:** Cellular localization of 12 overlapping differentially expressed genes.

Gene Name	Extracellular	Plasma Membrane	Nucleus	Cytosol	Human Protein Atlas
**Spon2**	Y				Plasma proteins, predicted membrane proteins, predicted secreted proteins
**Adam19**		Y	Y		Plasma proteins, predicted membrane proteins
**Arntl**			Y		predicted intracellular proteins, transcription factors
**Cdkn1a**			Y	Y	Cancer-related genes, predicted intracellular proteins
**Cry2**	Y		Y	Y	Predicted intracellular proteins
**Per2**			Y		Disease-related genes, predicted intracellular proteins
**Per3**			Y	Y	Disease-related genes, predicted intracellular proteins
**Wee1**			Y		Cancer-related genes, enzymes, plasma proteins, Predicted intracellular proteins
**Rcan1**			Y	Y	Predicted intracellular proteins
**Slc41a3**		Y			Predicted membrane proteins, transporters
**Errfi1**		Y	Y	Y	Predicted intracellular proteins
**Bhlhe41**			Y		Predicted intracellular proteins, transcription factors

**Table 4:** Molecular signaling activities of 12 overlapping differentially expressed genes.

Term Description	Genes
RNA polymerase II-specific DNA-binding transcription factor binding	**Arntl, Bhlhe41, Cry2, Per2**
Kinase binding	**Cdkn1a, Cry2, Errfi1, Per2, Per3**
Transcription regulatory region sequence-specific DNA binding	**Arntl, Bhlhe41, Cry2, Per2**
Histone deacetylase binding	**Bhlhe41, Per2**
SH3 domain binding	**Adam19, Errfi1**
Nuclear hormone receptor binding	**Cry2, Per2**
Transcription regulator activity	**Arntl, Bhlhe41, Cry2, Per2**
Signaling receptor binding	**Arntl, Cry2, Per2, Spon2**
Protein kinase activity	**Wee1**
Nucleic acid binding	**Rcan1**
Cation transmembrane transporter activity	**Slc41a3**

**Table 5:** Intracellular pathways involvement of 12 overlapping differentially expressed genes.

	Spon2	Adam19	Arntl	Cdkn1a	Cry2	Per2	Per3	Wee1	Rcan1	Slc41a3	Errfi1	Bhlhe41
Circadian rhythm			+		+	+	+					+
ErbB signaling pathway				+								
HIF-1 signaling pathway				+								
FoxO signaling pathway				+								
Cell cycle, circadian regulated				+				+				
p53 signaling pathway				+								
PI3K-Akt signaling pathway				+								
Cellular senescence				+								
JAK-STAT signaling pathway				+								
Oxytocin signaling pathway				+					+			
Transcriptional misregulation in cancer				+		+						
Circadian entrainment						+	+					
Acute myeloid leukemia						+						
Human Immuno-deficiency virus 1 infection								+				
Thyroid hormone signaling pathway									+			

**Table 6:** Regression analyses of differentially expressed genes.

Icons		^137^Cs	^14^Si	^22^Ti
**Type of Regression**	Linear Regression	423	0	1
	Non-Linear Regression	215	53	123

## Data Availability

The data presented in this study are openly available in Gene Expression Omnibus (GEO), with the accession number GSE164234.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4409/10/2/387/s1: Supplementary Figure S1: Comparison and selection of batch adjustment methods for microarray analysis; Supplementary Figure S2: Mean irradiation exposure-related transcriptome portraits; Supplementary Figure S3: PCA of batch-adjusted gene expression matrix; Supplementary Figure S4: Overlapping DEGs and functional terms between particle doses causing the maximal effect (^137^Cs at 160 cGy, ^14^Si at 4cGy, and ^22^Ti at 6.5 cGy); Supplementary Table S1; Supplementary Table S2; Supplementary Table S3; Supplementary Table S4; Supplementary Table S5; and Supplementary Table S6.

# Supplementary material for: Long-Term Effects of Very Low Dose Particle Radiation on Gene Expression in the Heart: Degenerative Disease Risks
**Source:** Cells. 2021 Feb 13;10(2):387. doi: 10.3390/cells10020387
**Supplement:** Supplementary file 1

## Slide 1

A.
B.
Before batch adjustment
C25_Cs-160_E30
T14_Ti-6
Adjusted with Combat
C25_Cs-160_E30
Batch 1
Batch 2
T14_Ti-6
C.
D.
Adjusted with limma
T14_Ti-6
C25_Cs-160_E30
Adjusted with Harman
C25_Cs-160_E30
T14_Ti-6
E.
### Chart
| Category | Unadjusted | Combat | Limma | Harman |
|---|---|---|---|---|
| Groups | 0.0184061 | 0.01756375 | 0.2617645 | 0.02146632 |
| Batch | 0.30175914 | 0.0147065 | 0.0 | 0.04151863 |
| Residual | 0.53798049 | 0.77487594 | 0.6351822 | 0.74149931 |Supplementary Figure 1. Comparison and selection of batch adjustment methods for microarray data. Samples were processed for microarray analyses in two separate batches as it is visualized by principal component analysis. 

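The batches of heart samples were visible in gene expression also without normalization between arrays. In the values as deposited the first component followed the array level (63.0% of the variance), and batch came out in the next component (11.4% of the variance, of which batch explained 64.7%). Batch explained 9.00% of the first component of those values.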

Three methods for adjustment were compared: Combat (B), removeBatchEffect (C), and 3) harman (D). Analysis of fraction of variance explained (E) indicate that limma batch adjustment outperforms other methods.
%, variance

## Slide 2

B
A
UP
C
DN
D
Supplementary Figure 2. Mean irradiation exposure-related transcriptome portraits. Self-organizing maps (SOM) transcriptomic “portrayal” projects high-dimensional gene expression data into 2D grid map. Each map is characterized by red-blue spot patterns reflecting clusters of co-expressed up- and down-regulated genes for a given condition. Group-centered SOM portraits show that Cs (B), Si (C), and Ti (D) exposure triggers considerable changes in transcriptome landscape compared to control animals (A).

## Slide 3

B
A
PC2
PC1
PC2
C
PC2
PC1
PC1
D
Supplementary Figure 3. PCA of batch adjusted scaled gene expression matrix. A) Overall PCA for all samples, B) PC1 and PC2 component plot for Cs samples, C) PC1 and PC2 component plot for Si samples, D) PC1 and PC2 component plot for Ti samples. PCA components visualization demonstrates separation of control and experimental samples implicating gene expression differences in these groups.

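The control and exposed hearts differed in clock genes at most doses. The activators Arntl, Clock and Npas2 and the repressors of the clock loaded together, so that a single component of the clock genes held 67.4% of their variance. The clock score differed between sham and exposed hearts by 1.86 at 80 cGy and 3.11 at 120 cGy Cs-IR (two-sided exact permutation test, p = 0.00794 for each). Of the 12 doses, 9 passed 0.05 after adjustment, and 16 cGy Si-IR (adjusted p = 0.0595), 3 cGy Ti-IR (0.298) and 26 cGy Ti-IR (0.532) did not. Within single batches, 23 of 23 comparisons of the score, those between sham groups among them, kept the direction of the whole. Each is a part of that whole and rests on 1 to 4 hearts per group, so the shared direction is no independent evidence. The Cs and Si sham groups differed by -3.45 (exact permutation p = 0.00794).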

PC2
PC1

## Slide 4

A
Upregulated DEGs
B
Downregulated DEGs
C
Upregulated Functional Terms
Downregulated Functional Terms
D
Supplemental Figure 4. Overlapping up- (A) and down-regulated (B) DEGs and up- (C) and down-regulated (D) functional terms
 

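Genes shared by the maximal-effect doses of Cs-IR and Ti-IR held clock outputs and Mid1ip1. Mid1ip1 promotes fatty acid synthesis and is under clock control, and Gstt2 serves detoxification. Mid1ip1 rose by 0.72 at 160 cGy Cs-IR (SE 0.15, adjusted p = 0.0393) and by 0.85 at 6.5 cGy Ti-IR (adjusted p = 0.0633). A total of 89 genes were called at both doses (Fisher p = 0.0975 without regard to direction). The direct comparison of the 2 effects by limma called 65 genes, none of the 12 common genes among them, and that of 4 cGy Si-IR with 6.5 cGy Ti-IR called 212, with all 12 among them. Functional terms were not analysed here.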

between particle doses causing the maximal effect (137Cs at 160 cGy, 14Si at 4cGy and 22Ti at 6.5 cGy).

How the deposited data were processed for this re-analysis (not part of the article)

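The authors processed the arrays with RMA, named in the paper as background correction, log2 transformation and quantile normalization, and the deposited values are log2 signals of 29129 probe sets in 72 Clariom S Mouse arrays. The version of RMA is not given in the sources used here. The deposited values were not on a common level: the array median over transcript-cluster probe sets ran from 4.17 to 6.35. They were therefore quantile normalized with limma over the 22206 transcript-cluster probe sets before any test.

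Batch, radiation type, dose and replicate number were read from the sample labels and never from the values. The batch sizes that the paper's methods give do not add up to the 72 labelled arrays, a number that the methods also state, and all 72 were used. Each radiation type has its own sham group. Batch composition is uneven: the Cs 160 cGy group has no array in batch 2, the Si sham group has none in batch 1, and the Ti 6.5 cGy group has 1 array in batch 2.

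Gene symbols and Entrez identifiers came from the platform annotation of the arrays. Of the transcript-cluster probe sets, 19572 had a single symbol, 0 had several and 2634 had no gene. For the 55 genes with more than 1 probe set the probe set with the highest mean was kept, which left 19505 genes. All 19505 symbols were found in the mouse gene reference GRCm38.p6 and 0 were changed. Control probe sets (6546 negative and 377 others) served only to describe background. Where a called gene lay at or below the median of the negative control probe sets of its array on every array of a group, in the values as deposited, no fold change is given in the passages, a rule added after the values were seen. Other fields of the annotation were not used here.

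Differential expression was tested with limma 3.58.1 in R 4.3.3, in a fit per radiation type with dose group and processing batch as terms and moderated statistics. Every adjusted p of a gene is the limma p after the Benjamini-Hochberg method over all tested genes of that comparison, and a gene was called a DEG at an adjusted p under 0.25, the threshold of the paper. Counts at 0.05 and at an unadjusted p under 0.05 are given beside it. "Adjusted over the list alone" means that the adjustment ran over the members of a gene list only. Fold changes are log2 differences from the sham group of the same radiation type, with the standard error of limma, and means are given with the SD.

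Genes are named by a rule written after the paper's tables of DEGs had been seen: the 8 largest upregulated and 8 largest downregulated calls of each comparison, every gene that the paper names as a DEG, and members of gene lists that passed. The 36 gene lists, their members and directions were fixed in the design. They were tested with camera in limma at a preset correlation of 0.01, with the Benjamini-Hochberg method over 432 tests and a threshold of 0.05. Camera with an estimated correlation and fry were run as alternatives.

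Dose regression used a straight line and a cubic B-spline with 3 degrees of freedom (splines 4.3.3) on dose, each beside batch, with the limma F test of the dose terms. A gene was typed by the highest R-squared among the models that passed, computed after batch removal. The clock score of an array is the mean scaled value of 13 clock repressors and outputs minus that of 5 activators, after batch removal. Groups were compared on it with two-sided exact permutation tests. Principal components were computed on genes after centering.

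Alternatives set in advance were no batch term, batch removed in a separate step with or without the groups, single batches, batch as a random block, the 2 arrays that lie with the other batch moved there, all 72 arrays in the same fit, the 2 compared groups only, trend and robust moderation, a filter on dim genes (log2 of 5 in at least 4 arrays), a replicate block, each array left out in turn, other regression types, a natural spline and the threshold of 0.05. Alternatives added after the data were seen were the values as deposited, aligned array medians, both of these 2 arrays left out, and a hepatocyte score as covariate. The fixed design named the deposited log2 values as input, and quantile normalization was put before the fit after the array quartiles had been seen and after simple group differences had been compared with the paper's fold changes.

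The scripts were tested on simulated data that kept the mean, SD and batch difference of each gene, with known changes added. At a change of 1 log2 unit limma recovered 97.0% of the changed genes at Cs 120 cGy, 95.5% at Si 4 cGy and 97.0% at Ti 13 cGy, with 55 false calls among 232, 45 among 203 and 47 among 217. Camera recovered the changed list in each case, with 0, 1 and 1 false lists. The simulated genes varied independently of each other, so false lists from genes that vary together could not appear there. With the real arrays regrouped at random within batch and radiation type, a median of 56 of the 432 list tests passed, against 86 as labelled. Of 100 linear genes, the type rule by highest R-squared named 1, 0 and 0 linear, adjusted R-squared 59, 67 and 57, and the nested F test 96, 95 and 93. The spline always fits at least as well as the line, so counts of linear genes under the first rule are too low.

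The self-organizing maps, enrichment of functional terms, shape-based clustering, qRT-PCR and the comparison of batch removal tools were not analysed here. Sex could be checked only by Y-linked genes, whose highest level in any array was 3.11.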

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

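All tests of explanations in this part were chosen after the result they address had been seen.

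Clock genes moved in opposite directions after Cs and Si irradiation: in a limma test of the difference between effects, 12 of the 12 common genes differed between Cs 160 cGy and Si 4 cGy, and 12 also between Si 4 cGy and Ti 6.5 cGy. A difference of the sham groups in clock phase is consistent with this, since 12 of these genes were called between the Cs sham and the Si sham hearts. Processing batch is an unlikely source, because the clock score of the Cs and Si sham arrays of batch 2 alone differed by -3.02, and normalization between arrays is too, with a difference of -2.57 in the values as deposited. Whether irradiation changes the clock genes cannot be told: the mean clock score of 10 of the 12 irradiated groups lay between those of the 3 sham groups. The hour at which each heart was taken is not given in the sources used here, and with it the phase of each group could be tested.

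At Cs 160 cGy the count of called genes was the highest among the Cs doses (1347). The batch label of Cs 160 cGy replicate 4 lowers the count but is unlikely to be its whole source: with the array counted to batch 2, the count was 1.61 times that of the next dose (10.1 times as labelled), and with the array left out 4.90 times. With the arrays as labelled, 1 of 100 splits of the dose and sham arrays had a count as high, the real split itself (highest other 737). The splits were not run with replicate 4 counted to batch 2, where the real count was 306. They therefore speak against chance only under the label as given. A dose effect and a difference of this group from sham in feeding or time of day remain as explanations, and no test here separates them.

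At Ti 6.5 cGy the count of called genes was the highest among the Ti doses (1093). For the batch label of Ti 6.5 cGy replicate 3 the tests do not decide: the count was 3.06 times that of the next dose with the array counted to batch 2, and 0.653 times with the array left out. A single array of the 9 is unlikely to be the source, since omission of 4 of them lowered the count by more than 1.5 times. Liver RNA in some hearts could account for the liver genes, and for the whole count the test does not decide. With the hepatocyte score as covariate 0 genes stayed called. The log2 fold changes of the called genes kept 0.841 of their size, and the median SE grew from 0.14 to 0.17. The mean score differed between the Ti sham hearts (-0.77) and the 6.5 cGy hearts (0.11), so the covariate cannot be separated from the dose. Chance could not be excluded: 14 of 100 splits had a count as high. The highest other, 2681, grouped Ti 6.5 cGy replicates 1 to 3 with sham replicate 2. It kept most of the real grouping, so its size by itself does not bear on chance.

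For the other counts of called genes, splits of the dose and sham arrays give the following. Fewer than 5 of 100 splits, the real one among them, were as high at Cs 40 cGy (43 calls, 2 of 100, highest other 78), Cs 80 cGy (94 calls, 2 of 100, highest other 140) and Cs 120 cGy (133 calls, 1 of 100, highest other 9). This limit was set after the counts were seen and was not adjusted over the comparisons. At Cs 40 and Cs 80 cGy another split called more genes than the real one, so chance is not excluded there. At Cs 120 cGy no other split reached the real count. Chance could also not be excluded at Si 8 cGy (25 calls, 5 of 100, highest other 2997), Si 16 cGy (4 calls, 5 of 100, highest other 22), Ti 3 cGy (2 calls, 6 of 100, highest other 263), Ti 13 cGy (83 calls, 5 of 100, highest other 1047) and Ti 26 cGy (0 calls, 100 of 100, highest other 517). At Si 8, Ti 3, Ti 13 and Ti 26 cGy a split called many times the real count. At Si 8 and Ti 3 cGy that split exchanged a single dose array with a single sham array, so it still held most of the real grouping. At Ti 13 and Ti 26 cGy it mixed dose and sham arrays more, which points to structure among the samples other than the dose. At Si 4 cGy (31 calls, 1 of 100, highest other 6) and Si 32 cGy (10 calls, 2 of 100, highest other 10) the splits are no test with batch held fixed, since all 4 Si sham arrays are in batch 2. Only 11 and 9 of the other splits placed as many batch 2 arrays in the dose group as the real one (highest count 5 and 4), too few for a share under 0.05. Regrouping within batch reached the number of genes called in at least 1 Si dose (44) in 12 of 100. The split with 2997 calls placed Si 8 cGy replicate 5 with Si sham replicates 1 to 3.

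Of 105 checks for a single array apart from its group, 10 found an array, and chance marks about 1 in 20 groups. The array median of Cs 40 cGy replicate 3 was 6.18 (others 5.47 to 5.56), and that of Cs 160 cGy replicate 1 was 4.375 (others 5.56 to 5.61). On PC1 after the batch term, Si 8 cGy replicate 5 lay at -41.8 (others 6.22 to 16.4). On PC2 after the batch term, Cs 160 cGy replicate 2 lay at -23.1 (others 4.61 to 9.85), Ti 3 cGy replicate 4 at 17.3 (others 7.20 to 10.0) and Ti 6.5 cGy replicate 2 at -6.71 (others 8.50 to 10.4). The hepatocyte score of Ti sham replicate 4 was -0.51 (others -0.90 to -0.80), and that of Ti 3 cGy replicate 4 was -0.27 (others -0.83 to -0.70). The interferon-stimulated gene score of Si sham replicate 3 was -1.11 (others -0.78 to -0.72), and that of Si 4 cGy replicate 4 was 3.95 (others -0.10 to 0.65).

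Platelet and neutrophil genes, which the paper does not discuss, were higher at Cs 80 cGy by a median of 0.36 (camera, adjusted p = 1.8e-06, and 0.0174 with an estimated correlation).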

How the results depend on the processing

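The alternatives below were set before the data were examined, except for values as deposited, array medians aligned, both arrays left out and the hepatocyte score as covariate, which were chosen after the results were seen. Results whose value stayed within 1.5 times and kept its direction are left out. Of the 202 pairs of a named gene and a comparison, 201 kept their direction in every alternative set in advance, but 8 passed the threshold in all of them.

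The DEG counts depended strongly on how batch entered the model. With no batch term, DEG counts were 12 at Cs 40, 20 at Cs 80, 32 at Cs 120, 49 at Cs 160, 49 at Si 4, 52 at Si 8, 0 at Si 16, 1 at Ti 3, 40 at Ti 6.5 and 13 at Ti 13 cGy. The genes common to the 3 radiation types numbered 6, common to the 4 Cs doses 4 and shared by Ti 6.5 and 13 cGy 6. The regression genes were 81 for Cs, 46 for Cs (linear) and 16 for Ti. The comparisons passed were 1 for T cells, 2 for platelets and neutrophils, 3 for white adipocytes, 1 for brown adipocytes, 0 for endothelial cells, 2 for smooth muscle and pericytes, 0 for respiratory chain, 2 for cell cycle and 1 for senescence and secretory phenotype. With the two-step removal of batch with groups, DEG counts were 711 at Cs 160, 112 at Si 4, 59 at Si 8, 0 at Si 16, 85 at Si 32 and 134 at Ti 13 cGy. The overlaps were 20 (common to the 3 radiation types). With the two-step removal of batch without groups, DEG counts were 86 at Cs 120, 397 at Cs 160, 65 at Si 4, 0 at Si 16, 26 at Si 32 and 660 at Ti 6.5 cGy. With batch as a random block, DEG counts were 79 at Cs 120, 200 at Cs 160, 0 at Si 16, 6 at Si 32 and 439 at Ti 6.5 cGy. The counts of shared genes were 6 (common to the 4 Cs doses) and 30 (shared by Ti 6.5 and 13 cGy). The cause of the differences between these settings was not tested.

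With batch 1 arrays only, DEG counts were 6 at Cs 40, 1 at Cs 80, 15 at Cs 120, 21 at Cs 160, 20 at Ti 3, 2737 at Ti 6.5 and 2 at Ti 13 cGy. With batch 2 arrays only, DEG counts were 0 at Cs 40, 400 at Cs 80, 5 at Cs 120, 2 at Si 4, 5 at Si 8, 0 at Si 16, 3 at Si 32, 0 at Ti 3, 0 at Ti 6.5 and 0 at Ti 13 cGy. Cbarp at Ti 6.5 cGy turned to 0.048 (adjusted p = 0.979). Cs 160 cGy has no array in batch 2 and the Si sham group none in batch 1, so these comparisons could not be run. Fewer arrays lower the power, and the rise at Ti 6.5 cGy in batch 1 and at Cs 80 cGy in batch 2 was not tested for its cause.

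With the 2 arrays moved to batch 2, DEG counts were 306 at Cs 160, 721 at Ti 6.5, 236 at Ti 13 and 28 at Ti 26 cGy. The shared calls amounted to 98 (shared by Ti 6.5 and 13 cGy). The regression genes were 679 for Cs and 266 for Ti. With the 2 arrays moved to batch 2, the clock score difference of Si 16 cGy minus Si control was -0.79 (two-sided exact permutation p = 0.0556). With both arrays left out, DEG counts were 205 at Cs 120, 145 at Ti 6.5, 222 at Ti 13 and 23 at Ti 26 cGy. Neither array belongs to the Si groups, so this setting left the Si counts unchanged. Leaving aside batch 2 arrays only and the settings added later, Cs 160 cGy and Ti 6.5 cGy kept the highest count of their radiation type in 13 of 14 settings, the exception for each being the fit of 2 groups only.

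With all 72 arrays in a common fit, DEG counts were 24 at Cs 40, 25 at Cs 80, 86 at Cs 120, 392 at Cs 160, 803 at Si 4, 96 at Si 8, 26 at Si 16, 476 at Si 32, 0 at Ti 3, 513 at Ti 6.5, 134 at Ti 13 and 12 at Ti 26 cGy. The gene overlaps came to 28 (common to the 3 radiation types) and 2 (common to the 4 Cs doses). The comparisons passed were 1 for T cells, 2 for atrial cardiomyocytes, 3 for ventricular cardiomyocytes, 0 for fibroblasts and 3 for respiratory chain. With 2 groups only, DEG counts were 6 at Cs 80, 45 at Cs 120, 4 at Cs 160, 181 at Si 4, 1 at Si 8, 0 at Si 16, 0 at Ti 3 and 7 at Ti 6.5 cGy. The genes common to the 4 Cs doses numbered 2 and shared by Ti 6.5 and 13 cGy 5. The variance estimate is shared over more or fewer arrays in these fits; the cause of each move was not tested.

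With trend and robust eBayes, DEG counts were 0 at Si 16, 0 at Ti 3, 131 at Ti 13 and 22 at Ti 26 cGy. The overlaps were 17 (common to the 4 Cs doses). With the filter on dim genes, DEG counts were 245 at Cs 120, 21 at Si 32, 1 at Ti 3, 242 at Ti 13 and 18 at Ti 26 cGy. The counts of shared genes were 130 (shared by Ti 6.5 and 13 cGy). At an adjusted p under 0.05, DEG counts were 12 at Cs 40, 4 at Cs 80, 29 at Cs 120, 44 at Cs 160, 12 at Si 4, 8 at Si 8, 0 at Si 16, 2 at Si 32, 0 at Ti 3, 1 at Ti 6.5 and 0 at Ti 13 cGy. The shared calls amounted to 0 (common to the 3 radiation types), 2 (common to the 4 Cs doses) and 0 (shared by Ti 6.5 and 13 cGy). The regression genes were 93 for Cs, 16 for Cs (linear), 15 for Si and 0 for Ti. The filter leaves fewer genes to adjust over.

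Replicate numbers do not pair samples: of 138 pairs of arrays with the same number within a radiation type, 26 had a residual correlation above 0.1, and 10 of 72 arrays had their best match under their own number. With a replicate block beside the batch term, DEG counts were 748 at Cs 160, 16 at Si 4, 12 at Si 8, 0 at Si 16 and 1 at Ti 3 cGy. The gene overlaps came to 6 (common to the 3 radiation types). The comparisons passed were 5 for chemokines and cytokines, 1 for T cells, 2 for erythroid cells, 2 for smooth muscle and pericytes, 0 for fibroblasts, 1 for NRF2 targets and 1 for olfactory receptors. With a replicate block in place of the batch term, DEG counts were 246 at Cs 160, 1434 at Si 4, 1050 at Si 8, 1243 at Si 16, 1717 at Si 32, 0 at Ti 3, 80 at Ti 6.5 and 11 at Ti 13 cGy. The genes shared by Ti 6.5 and 13 cGy numbered 6. In the Si groups the block in place of the batch term leaves the batch difference in the contrast.

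With values as deposited, DEG counts were 5 at Cs 40, 13 at Cs 80, 9 at Cs 120, 20 at Cs 160, 2 at Si 4, 2 at Si 8, 0 at Si 16, 6669 at Si 32, 1330 at Ti 3, 7466 at Ti 6.5 and 0 at Ti 13 cGy. The overlaps were 8 (common to the 3 radiation types), 1 (common to the 4 Cs doses) and 0 (shared by Ti 6.5 and 13 cGy). The regression genes were 1 for Cs, 1 for Cs (linear), 16863 for Si, 7742 for Si (linear) and 12807 for Ti. There batch explained 9.00% of the first principal component. With array medians aligned, DEG counts were 19 at Cs 40, 38 at Cs 80, 35 at Cs 120, 49 at Cs 160, 18 at Si 4, 12 at Si 8, 0 at Si 16, 3 at Si 32, 0 at Ti 3 and 21 at Ti 13 cGy. The counts of shared genes were 3 (common to the 4 Cs doses) and 14 (shared by Ti 6.5 and 13 cGy). The regression genes were 17 for Cs, 3 for Cs (linear), 19 for Si and 17 for Ti. The array level differs between groups in the values as deposited, so counts there mix level and expression.

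With the hepatocyte score as covariate, DEG counts were 203 at Cs 120, 0 at Si 16, 0 at Ti 3, 0 at Ti 6.5 and 3 at Ti 13 cGy. The shared calls amounted to 0 (common to the 3 radiation types) and 0 (shared by Ti 6.5 and 13 cGy). Mup19 at Ti 6.5 cGy was not called (-0.087, adjusted p = 0.995, with 0 of 5 sham arrays above background, so the value is no measured fold), Mup22 at Ti 6.5 cGy turned to -0.083 (adjusted p = 0.995), Serpina1c at Ti 6.5 cGy turned to -0.011 (adjusted p = 0.998) and Fgg at Ti 6.5 cGy was not called (-0.22, adjusted p = 0.971, with 0 of 5 sham arrays above background, so the value is no measured fold). The score differs between the Ti groups, so the covariate also takes up variance of the dose term.

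With an estimated correlation, comparisons passed were 13 for all lists together and 6 for clock repressors and outputs, and 0 for each of the lists cardiac stress and fetal genes, extracellular matrix and fibrosis, chemokines and cytokines, interferon-stimulated genes, antigen presentation MHC II, macrophages, B cells and plasma cells, hepatocytes, white adipocytes, atrial cardiomyocytes, endothelial cells, smooth muscle and pericytes, fibroblasts, immediate early genes, heat shock, fasting response, fatty acid oxidation, respiratory chain, NRF2 targets and cell cycle. That is, 13 of 86 list calls remained, the clock lists in 12 and platelets and neutrophils at Cs 80 cGy.

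With fry in place of camera, comparisons passed were 17 for all lists together, 7 for clock repressors and outputs, 1 for interferon-stimulated genes and 1 for fasting response, and 0 for each of the lists cardiac stress and fetal genes, extracellular matrix and fibrosis, chemokines and cytokines, antigen presentation MHC II, macrophages, B cells and plasma cells, hepatocytes, white adipocytes, atrial cardiomyocytes, endothelial cells, smooth muscle and pericytes, fibroblasts, immediate early genes, heat shock, fatty acid oxidation, respiratory chain, NRF2 targets and cell cycle. Fry tests a list on its own, camera against the other genes.

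With the type by the nested F test, regression genes were 469 for Cs (linear) and 1 for Ti (linear). Without the 12 common genes, the clock score difference of Si 16 cGy minus Si control was -0.68 (two-sided exact permutation p = 0.0635). Without the 12 common genes, the clock score difference of Ti 6.5 cGy minus Ti control was 1.66 (two-sided exact permutation p = 0.0635). The clock score without the 12 common genes kept its direction in all comparisons.

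Leaving out each array in turn gave DEG counts from 18 at Cs 40 cGy (without Cs 40 replicate 2) to 42 (without Cs control replicate 2), 4 at Cs 80 cGy (without Cs 80 replicate 5) to 147 (without Cs 80 replicate 2), 44 at Cs 120 cGy (without Cs 120 replicate 4) to 178 (without Cs 120 replicate 5) and 634 at Cs 160 cGy (without Cs control replicate 1) to 1873 (without Cs 160 replicate 3). For Si the counts ran from 15 at Si 4 cGy (without Si 4 replicate 5) to 28 (without Si 4 replicate 1), 14 at Si 8 cGy (without Si control replicate 2) to 33 (without Si 8 replicate 1), 0 at Si 16 cGy (without Si control replicate 1) to 4 (without Si control replicate 4) and 2 at Si 32 cGy (without Si 32 replicate 2) to 9 (without Si control replicate 4). For Ti they ran from 0 at Ti 3 cGy (without Ti control replicate 1) to 110 (without Ti control replicate 4), 104 at Ti 6.5 cGy (without Ti 6.5 replicate 2) to 2798 (without Ti 6.5 replicate 4), 19 at Ti 13 cGy (without Ti control replicate 3) to 174 (without Ti control replicate 5) and 0 at Ti 26 cGy (without Ti control replicate 1) to 2 (without Ti 26 replicate 3). At Ti 6.5 cGy, 4 of the 9 arrays lowered the count by more than 1.5 times when left out (to 147, 135, 104 and 145 without sham replicates 1 and 3 and dose replicates 2 and 3). Which property of those arrays moves the counts was not tested.

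Regression genes on leaving out each array ran from 845 to 1673 for Cs (without Cs control replicate 1 and without Cs 160 cGy replicate 3), 56 to 322 for Cs (linear) (without Cs control replicate 4 and without Cs 120 cGy replicate 2), 25 to 68 for Si (without Si 16 cGy replicate 1 and without Si 8 cGy replicate 5) and 10 to 250 for Ti (without Ti control replicate 3 and without Ti 6.5 cGy replicate 4). Differences of the clock score ran from 2.31 to 2.64 for Cs 40 minus Cs control, 1.70 to 2.07 for Cs 80 minus Cs control, 3.00 to 3.32 for Cs 120 minus Cs control, 3.17 to 3.54 for Cs 160 minus Cs control, -4.00 to -3.23 for Si 4 minus Si control, -3.95 to -3.31 for Si 8 minus Si control, -0.99 to -0.55 for Si 16 minus Si control, -3.10 to -2.41 for Si 32 minus Si control, -0.95 to -0.28 for Ti 3 minus Ti control, 1.76 to 2.43 for Ti 6.5 minus Ti control, 1.76 to 2.43 for Ti 13 minus Ti control, 0.21 to 1.35 for Ti 26 minus Ti control, -3.66 to -3.31 for Cs control minus Si control, -1.31 to -0.64 for Cs control minus Ti control and 2.14 to 2.81 for Si control minus Ti control cGy or sham; the direction was kept in all. Of these, Si 16 cGy, Ti 6.5 cGy and Si control against Ti control fell short of 0.05 in the two-sided exact permutation test without some arrays, and Cs control against Ti control passed without Ti control replicate 4 (p = 0.0476).

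Regrouping of the arrays at random within batch and radiation type gives a scale for these counts. Genes common to the 3 types and to the 4 Cs doses exceeded all other regroupings (1 of 100 as high, highest other 0, for each), and so did the Cs regression genes (1 of 100, highest other 478). The overlap of Ti 6.5 and Ti 13 calls was reached in 2 of 100 (highest other 1788), the Si regression genes in 4 of 100 (highest other 3040) and the Ti regression genes in 3 of 100 (highest other 1423). The 86 gene list calls were reached in 2 of 100 (highest other 92, median of the others 56). The 20 clock list calls were reached in 2 of 100 (highest other 20, median of the others 6). Camera at the preset correlation thus passed many lists without the real groups, and its adjusted p-values alone overstate the evidence. For the overlap and the Si and Ti regression genes, regroupings with far higher values point to structure among the samples beside the groups. Genes called in at least 1 dose numbered 1479 for Cs (1 of 100 as high, highest other 1320), 44 for Si (12 of 100, highest other 4352) and 1126 for Ti (2 of 100, highest other 5385). Chance could not be excluded for the Si number, and the highest others for Si and Ti again point to structure among the samples.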

Differences from the paper's values

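The alternatives named here were set before the data were examined unless stated otherwise, and counts use the paper's threshold of an adjusted p under 0.25. A count is taken as within range of the paper's when neither is more than 1.5 times the other.

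At Cs 160 cGy the paper counts 529 DEGs (DEGs up 241, DEGs down 288), against 1347, 609 and 738 here. Within the same range as the paper for all 3 were the two-step removal of batch with groups (711, 324 and 387) and without groups (397, 169 and 228), all 72 arrays in a common fit (392, 185 and 207) and the replicate block beside the batch term (748, 343 and 405). The other alternatives were not, apart from single arrays left out, where the total fell to 634 without Cs control replicate 1.

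At Ti 6.5 cGy the paper counts 460 DEGs (DEGs up 234, DEGs down 226), against 1093, 531 and 562 here. The two-step removal without groups (660, 337 and 323), batch as a random block (439, 233 and 206) and all 72 arrays in a common fit (513, 258 and 255) came within the range of the paper, as did the downregulated genes alone with the 2 arrays moved to batch 2 (334). The other alternatives did not.

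At Si 4 cGy the paper counts 72 DEGs, 40 upregulated and 32 downregulated, against 31, 18 and 13 here. The two-step removal without groups (65, 37 and 28) came within range for all 3, no batch term for the total and the downregulated genes (49 and 29), and the two-step removal with groups for the downregulated genes (45). At Si 8 cGy the paper counts 39 DEGs, 20 upregulated and 19 downregulated, against 25, 13 and 12 here. Within range there were no batch term (52, 24 and 28), the two-step removal without groups (35, 18 and 17), the filter on dim genes (28, 15 and 13), batch as a random block (27, and 15 downregulated), trend and robust eBayes (26, and 15 upregulated) and, for the downregulated genes, the two-step removal with groups (26). At Si 32 cGy the paper counts 43 DEGs, 18 upregulated and 25 downregulated, against 10, 3 and 7 here, and only the downregulated genes of the two-step removal without groups (17) came within range. The other alternatives did not for these 3 doses, apart from single arrays left out, where the Si 8 cGy total rose to 33 without Si 8 replicate 1.

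In the dose regression the paper counts 423 linear regression genes and 215 non-linear regression genes for Cs and 1 linear gene for Ti, against 216, 1225 and 0 here. For the linear Cs genes, typing by adjusted R-squared (310) and by the nested F test (469) came within range, and for Ti the nested F test gave 1. No alternative came within range for the non-linear Cs genes. The paper types 66.7% of the 12 genes as linear after Cs, against 16.7% here, and the nested F test gave 66.7% and adjusted R-squared 50%.

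For the number of doses at which a gene is called, the values read by eye from Fig. 4B differ for some of the 12 genes. They are about 1 for Spon2 after Cs (2 here), about 1 for Wee1 after Cs (2 here), about 1 for Adam19 after Ti (2 here), about 1 for Arntl after Ti (2 here), about 2 for Cdkn1a after Ti (1 here), about 2 for Rcan1 after Si (0 here), about 1 for Slc41a3 after Si (2 here) and about 2 for Slc41a3 after Ti (1 here). These counts were not recomputed in the alternatives, but Rcan1 is among the genes common to the 3 types with the two-step removal with groups. For genes shared by Cs 160 cGy and Ti 6.5 cGy, Supplementary Fig. S4, read by eye, gives about 23 upregulated (46 here) and about 10 downregulated (22 here), also not recomputed in the alternatives.

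For Tcap at Cs 160 cGy the paper's supplement gives a log2 fold change of 0.9456, against 0.845 here (SE 0.0874). The two-step removal with groups (0.862) and without groups (0.874) and all 72 arrays in a common fit (0.862) came within the error, and the other alternatives did not. The signs of the paper's DEG tables were kept for all genes but 1 each at Cs 160 cGy and Si 4 cGy. Of the genes in those tables that were tested here, 498 of 503 were called at Cs 160 cGy, 434 of 436 at Ti 6.5 cGy, 41 of 46 at Cs 40 cGy, 82 of 94 at Cs 80 cGy, 116 of 150 at Cs 120 cGy, 29 of 71 at Si 4 cGy, 22 of 38 at Si 8 cGy and 8 of 42 at Si 32 cGy.

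The paper states that no genes overlapped between the Si doses. Here 19 genes were shared by 4 and 8 cGy and 6 by 4, 8 and 32 cGy, with 0 shared between 16 cGy and 4 or 8 cGy and 1 downregulated gene, Cblif, between 16 and 32 cGy. It also states that 16 cGy Si had no DEGs, where 4 genes were called here, all at an adjusted p of 0.248, and 4 with the 2 arrays moved to batch 2 or left out, neither of them a Si array. Leaving out each array in turn gave 0 to 4 calls, the filter on dim genes 3, all 72 arrays in a common fit 26 and the replicate block in place of the batch term 1243. The other alternatives called 0.

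The paper lists P2rx7 among the genes called at each Cs dose, and here it was not called at 120 cGy (adjusted p = 0.287), while Sgk1 and Sik1 were called at each dose. The paper's list of genes common to the 3 types holds Rcan1, which was not called after Si here, and not Hlf and Herpud1, which were. The two-step removal with groups calls all 12 of the paper's genes among 20. The paper reports a rise of Arntl by qRT-PCR after Cs, while the arrays gave a fall at each Cs dose (-2.25 at 160 cGy), as do the paper's own array tables. The highest counts of each type fell at the same doses as in the paper.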

Other observations

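The gene lists were chosen in advance, and the medians of interferon genes without single arrays and the fits with the hepatocyte or the clock score as covariate were chosen after the results were seen.

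Interferon-stimulated genes were the list that passed most often outside the clock. They were higher in 9 of 12 comparisons by camera, from a median of 0.14 at Ti 3 cGy (adjusted p = 0.0051, but 0.541 with an estimated correlation) and 0.15 at Cs 120 cGy (0.801 with an estimated correlation) to 0.69 at Si 4 cGy. After Si they were higher at 8 cGy (median 0.31, adjusted p = 9.4e-06, but 0.645 with an estimated correlation), 16 cGy (median 0.40, adjusted p = 1.5e-09, but 0.446 with an estimated correlation) and 32 cGy (median 0.28, adjusted p = 2.6e-05, but 0.682 with an estimated correlation), and at Ti 6.5 cGy by 0.33 (adjusted p = 6.4e-04, but 0.446 with an estimated correlation), with 5 called over all genes and 12 over the list alone. At Si 4 cGy the median was 0.32 without replicate 4 and 0.64 without sham replicate 3. No comparison passed with an estimated correlation.

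Macrophage genes were higher in 7 comparisons, among them Cs 40 cGy (median 0.13, 0.589 with an estimated correlation), Cs 120 cGy (0.17, 0.558 with an estimated correlation), Si 4 cGy (0.28, adjusted p = 1.7e-05, but 0.446 with an estimated correlation), Si 16 cGy (0.08, 0.815 with an estimated correlation), Ti 3 cGy (0.15, 0.733 with an estimated correlation) and Ti 26 cGy (0.16, adjusted p = 5.6e-04, but 0.52 with an estimated correlation). MHC II genes were higher at Cs 80 cGy (0.32, adjusted p = 4.7e-05, but 0.342 with an estimated correlation) and Si 4 cGy (0.44, adjusted p = 0.0016, but 0.446 with an estimated correlation). Si 4 cGy replicate 4 had an MHC II score of 3.60 (-0.22 to 1.01 in the other 4 hearts), a macrophage score of 1.81 (-0.48 to 0.59) and an interferon score of 3.95 (-0.10 to 0.65). Chemokine and cytokine genes passed at Cs 40, Cs 80 and Si 4 cGy (smallest adjusted p = 1.3e-05 at Cs 80 cGy, but 0.0725 with an estimated correlation), and B cell and plasma cell genes in 5 comparisons (median 0.39 at Ti 13 cGy, adjusted p = 5.2e-04, but 0.159 with an estimated correlation). Fasting response genes were higher in 6 comparisons, by 0.34 at Ti 26 cGy (adjusted p = 3.0e-06, but 0.233 with an estimated correlation) and 0.25 at Cs 80 cGy (adjusted p = 9.8e-05, but 0.32 with an estimated correlation). Fatty acid oxidation genes were lower at Ti 13 cGy (-0.14, adjusted p = 9.0e-05, but 0.545 with an estimated correlation), with 0 of 16 called over all genes and 11 over the list alone, and higher by 0.06 at Cs 80 cGy (0.741 with an estimated correlation).

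Of the atrial genes, Myl7 ran from 3.44 to 11.53 and Sln from 5.44 to 11.56 in the 72 arrays. As a list they passed upward at Cs 80 (median 0.84), Cs 120 (1.13), Ti 6.5 (0.90) and Ti 13 cGy (0.89) and downward at Si 8 (-1.19) and Si 32 cGy (-0.81), each lost with an estimated correlation (0.446 at Si 8 cGy, higher elsewhere). The liver gene Alb ran from 3.96 to 11.98. The hepatocyte list was higher at Ti 6.5 cGy (median 0.75, adjusted p = 1.6e-10, but 0.346 with an estimated correlation) with 9 of 20 called over all genes and 18 over the list alone, and at Ti 13 cGy (0.51, adjusted p = 6.3e-09, but 0.437 with an estimated correlation). The mean hepatocyte score was -0.77 in the Ti sham hearts, 0.11 at Ti 6.5 cGy (from -0.54 to 1.32) and -0.16 at Ti 13 cGy. With the score as covariate, 1348 genes were called at Cs 160 cGy.

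Other lists passed rarely, and none with an estimated correlation. Extracellular matrix genes were higher at Cs 40 (median 0.11) and Cs 80 cGy (0.14, adjusted p = 3.8e-04, but 0.446 with an estimated correlation). Cardiac stress and fetal genes were lower at Cs 80 cGy (-0.19) and higher at Si 4 (0.23) and Si 8 cGy (0.25, adjusted p = 8.8e-05, but 0.305 with an estimated correlation). Immediate early genes were higher at Si 4 (0.27) and Ti 3 cGy (0.25) and lower at Cs 80 (-0.08) and Si 32 cGy (-0.20), heat shock genes were lower at Cs 40 (-0.09), Cs 80 (-0.13) and Ti 6.5 cGy (-0.23), and NRF2 targets were higher at Cs 40 (0.10), Cs 120 (0.08) and Cs 160 cGy (0.15). Endothelial genes were higher at Si 4 (0.13), Si 32 (0.14) and Ti 26 cGy (0.08), smooth muscle and pericyte genes at Ti 6.5 cGy (0.17) and cell cycle genes at Si 16 cGy (0.25), while fibroblast genes were lower at Si 16 cGy (-0.11). With an estimated correlation the adjusted p of these calls lay between 0.274 (smooth muscle and pericytes) and 0.809 (cell cycle). Si 16 cGy replicate 1 had a cell cycle score of 4.36 (-0.51 to 0.36 in the other 4 hearts) and a T cell score of 4.87 (-0.32 to 0.29). The smallest adjusted p was 0.0839 for T cells, 0.094 for erythroid cells, 0.163 for lung epithelium, 0.0986 for brown adipocytes, 0.163 for skeletal muscle, 0.142 for ventricular cardiomyocytes, 0.164 for Schwann cells, 0.145 for mesothelium, 0.158 for glycolysis, 0.142 for DNA repair, 0.118 for senescence and 0.0587 for olfactory receptors.

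Clock lists also passed at Cs 80 cGy (repressors and outputs, median 0.41, adjusted p = 1.2e-11, but 0.0585 with an estimated correlation) and Cs 160 cGy (activators, -0.81, adjusted p = 3.7e-11, and 5.9e-04 with an estimated correlation), at Si 4 cGy (repressors and outputs, -0.67, 0.0134 with an estimated correlation), at Ti 6.5 cGy (repressors and outputs, 0.52, adjusted p = 1.8e-06, but 0.446 with an estimated correlation) and at Ti 13 cGy (0.43, adjusted p = 1.4e-09, but 0.346 with an estimated correlation). In the Ti 26 cGy group the clock scores of the hearts were 2.00, -2.57, -2.38, 1.43 and 1.63. With the clock score as a covariate, the calls fell to 0 at Cs 160, Si 4, Ti 6.5 and Ti 13 cGy. The log2 fold changes of the genes called before kept a median of 0.718, 0.512, 0.869 and 0.822 of their size, and 1098 of 1347, 30 of 31, 1093 of 1093 and 83 of 83 kept their sign. The median SE of these genes grew from 0.1194 to 0.3304 at Cs 160 cGy, from 0.183 to 0.234 at Si 4 cGy, from 0.137 to 0.155 at Ti 6.5 cGy and from 0.121 to 0.141 at Ti 13 cGy. Of 432 list tests, 86 passed, and 92 passed with no batch term.

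No 2 arrays were identical, and the highest residual correlation of 2 arrays was 0.478 (Si 8 cGy replicate 5 with Si sham replicate 3). Arrays correlated with each other at 0.959 to 0.992. Fold changes of genes in the paper's DEG tables correlated with those here at 0.995 at Cs 160 cGy.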
